# Transcriptomic and molecular evidence for baclofen-associated modulation of inhibitory synaptic and neuroinflammatory pathways in diabetic neuropathic pain

**DOI:** 10.3389/fphar.2026.1917799

**Published:** 2026-08-20

**Authors:** Kaisheng Ye, Qun Wang, Haishao Chen, Sizhuang Xie, Kangyu Ye

**Keywords:** baclofen, diabetic neuropathic pain, GABA_B_ receptor, GABAergic signaling, molecular docking, neuroinflammation, peripheral blood transcriptomics, whole-brain RNA-seq

## Abstract

**Background:**

Diabetic neuropathic pain (DNP) is a disabling complication of diabetes mellitus and is closely associated with impaired inhibitory neurotransmission and neuroimmune activation. Although GABAergic dysfunction has been implicated in neuropathic pain, the relationship between peripheral transcriptomic signatures, central transcriptional alterations, and the therapeutic effects of GABA receptor modulation remains incompletely understood. This study integrated human peripheral blood transcriptomic reanalysis, mouse whole-brain RNA-seq, behavioral assessment, RT-qPCR, and molecular docking to investigate DNP- associated molecular alterations and the potential mechanism of baclofen.

**Methods:**

Peripheral blood transcriptome data from diabetic peripheral neuropathy patients and healthy controls were reanalyzed using the GSE95849 dataset as a DPN/DNP-related human transcriptomic resource. Differential expression analysis, custom preranked GSEA, ssGSEA, and curated heatmap analysis were performed to identify immune-inflammatory and synaptic/GABAergic-related signatures. A streptozotocin-induced DNP mouse model was established, and DNP mice received systemic baclofen treatment. Mechanical allodynia, thermal hyperalgesia, grip strength, and motor coordination were assessed. Whole-brain RNA-seq was performed in control, DNP, and baclofen-treated DNP mice to evaluate central transcriptional alterations and treatment-associated pathway modulation. RT-qPCR was used to measure brain *Gabra1* expression, and molecular docking was performed to evaluate the predicted binding mode of baclofen with GABA receptors.

**Results:**

Reanalysis of human peripheral blood transcriptomes revealed enhanced immune-inflammatory activation and reduced synaptic/GABAergic-related pathway activity in the DPN/DNP-related human peripheral blood dataset. In DNP mice, baclofen treatment significantly alleviated mechanical allodynia and thermal hyperalgesia and partially improved neuromuscular performance without impairing motor coordination. Whole-brain RNA-seq showed that DNP mice exhibited significant negative enrichment of GABAergic signaling and inhibitory synapse signatures, together with positive enrichment of neuroinflammation/NF- *κ*B and glial activation-related signatures. Baclofen treatment showed partial and directional modulation of these DNP-associated transcriptional alterations, including a shift toward restoration of inhibitory/synaptic signatures and attenuation of neuroinflammatory pathway activity. RT-qPCR further showed that baclofen increased the DNP-suppressed brain expression of *Gabra1*. Molecular docking supported the preferential interaction of baclofen with the GABA_B_ receptor, including a predicted salt bridge with Arg162 within the Venus Flytrap domain.

**Conclusion:**

DNP is associated with convergent peripheral and central transcriptomic alterations characterized by immune-inflammatory activation and reduced inhibitory/synaptic pathway activity. Baclofen alleviates neuropathic hypersensitivity and is associated with partial, pathway-level modulation of DNP-related brain transcriptional changes, with *Gabra1* restoration and GABA_B_ receptor binding providing additional mechanistic support. These findings suggest that GABA_B_ receptor modulation may contribute to restoring inhibitory balance and attenuating neuroinflammatory activation in DNP.

## 1 Introduction

Diabetes mellitus is a major global health burden, and its prevalence continues to rise worldwide. Among the chronic complications of diabetes, diabetic peripheral neuropathy (DPN) is one of the most frequent and disabling, affecting up to half of individuals with diabetes during the disease course (Sun et al., 2022; Feldman et al., 2019; Elafros et al., 2022). A substantial proportion of patients with DPN develop diabetic neuropathic pain (DNP), which is characterized by spontaneous pain, burning sensations, paresthesia, mechanical allodynia, and thermal hyperalgesia. These symptoms markedly impair sleep, mobility, psychological wellbeing, and quality of life, while also increasing medical costs and long-term disability (Feldman et al., 2019; Elafros et al., 2022; Savelieff et al., 2025). Current pharmacological management of painful DPN largely relies on symptomatic analgesic strategies, including gabapentinoids, serotonin–norepinephrine reuptake inhibitors, tricyclic antidepressants, sodium-channel-targeting agents, topical therapies, and neuromodulation approaches in refractory cases (Mallick-Searle and Adler, 2024; Tesfaye et al., 2022). However, many patients experience incomplete pain relief, dose-limiting adverse effects, or insufficient long-term benefit. Therefore, elucidating disease-relevant molecular mechanisms and identifying mechanism-based therapeutic strategies remain important priorities.

The pathogenesis of DNP is multifactorial and involves metabolic injury, mitochondrial dysfunction, oxidative stress, microvascular impairment, immune-inflammatory activation, peripheral sensitization, and central sensitization (Feldman et al., 2019; Elafros et al., 2022). In addition to peripheral nerve damage, increasing evidence indicates that altered excitatory–inhibitory balance within the nervous system contributes to neuropathic hypersensitivity. *γ*-Aminobutyric acid (GABA) is the principal inhibitory neurotransmitter in the mammalian central nervous system, and GABAergic inhibition plays a key role in restraining nociceptive signal amplification. Impaired GABAergic transmission, loss of inhibitory interneuron function, altered chloride homeostasis, and reduced inhibitory synaptic control have all been implicated in the development and maintenance of neuropathic pain (Li et al., 2019; Marshall et al., 2017). In painful diabetic neuropathy, spinal disinhibition has been observed in both experimental models and clinical studies, supporting the concept that defective inhibitory control contributes to pain amplification in diabetes (Marshall et al., 2017; Lee-Kubli et al., 2018).

Neuroimmune activation represents another important mechanism linking diabetes to neuropathic pain. Hyperglycemia-induced tissue injury can promote the activation of glial cells and innate immune pathways, including Toll-like receptor signaling, NF-*κ*B activation, and downstream production of pro-inflammatory cytokines. These inflammatory cascades may enhance neuronal excitability, facilitate central sensitization, and interact with inhibitory neurotransmission (Liu et al., 2018; Chen et al., 2025). Thus, DNP should not be viewed solely as a disorder of peripheral nerve degeneration, but rather as a complex neuroimmune and synaptic disorder involving reciprocal interactions between inflammatory signaling and inhibitory circuit dysfunction.

Baclofen is a selective GABA_B_ receptor agonist that has long been used clinically as an antispastic agent and has shown antinociceptive potential in neuropathic pain models. GABA_B_ receptors are metabotropic Gi/o-coupled receptors that modulate neuronal excitability by suppressing presynaptic neurotransmitter release and promoting postsynaptic hyperpolarization (Bettler and Tiao, 2006). Experimental studies have shown that activation of spinal GABA_B_ receptors can alleviate diabetic neuropathic pain and modulate pain-related signaling pathways, including NMDA receptor-associated signaling and TLR4/MyD88/NF-*κ*B inflammatory cascades (Liu et al., 2018; Liu et al., 2014). Moreover, baclofen has been reported to attenuate TLR3/TLR4-induced inflammatory signaling in glial and immune cells, suggesting that GABA_B_ receptor activation may influence both neuronal excitability and inflammatory responses (Crowley et al., 2015). Nevertheless, whether systemic baclofen treatment modulates broader DNP-associated transcriptional programs in the brain remains insufficiently understood.

Although central inhibitory dysfunction is central to neuropathic pain mechanisms, human central nervous system tissues are generally inaccessible for mechanistic transcriptomic analysis. Peripheral blood transcriptomes, in contrast, provide an accessible window into systemic immune and inflammatory states associated with disease. Importantly, GABA is not restricted to neuronal signaling; it can also regulate immune-cell activity. Human peripheral blood mononuclear cells and CD4^+^ T cells express GABA-related signaling components, and GABA has been shown to suppress cytokine release from these cells (Bhandage et al., 2018). Therefore, peripheral blood transcriptomic profiling may reveal systemic molecular correlates of DNP-related immune and inhibitory-signaling alterations. However, peripheral blood data cannot directly establish central nervous system mechanisms, and tissue-level validation in disease-relevant animal models is necessary.

In the present study, we integrated human peripheral blood transcriptomic reanalysis, mouse whole-brain RNA-seq, behavioral assessment, RT-qPCR, and molecular docking to investigate inhibitory/synaptic and neuroinflammatory mechanisms in DNP and their modulation by baclofen. First, we reanalyzed the GSE95849 peripheral blood transcriptomic dataset to identify systemic immune-inflammatory and synaptic/GABAergic-related signatures associated with DNP. Second, we established a streptozotocin-induced DNP mouse model and evaluated the effects of systemic baclofen treatment on mechanical allodynia, thermal hyperalgesia, neuromuscular performance, and motor coordination. Third, we performed exploratory whole-brain RNA-seq to assess central transcriptional alterations across control, DNP, and baclofen-treated DNP mice, with a focus on GABAergic/inhibitory signaling, synaptic transmission, neuroinflammation/NF-*κ*B, and baclofen-associated transcriptional modulation. Finally, RT-qPCR analysis of *Gabra1* and molecular docking of baclofen with GABA receptors were conducted to provide additional molecular and structural support. Through this integrated human–mouse strategy, we aimed to determine whether DNP is associated with convergent peripheral and central transcriptomic signatures and whether baclofen partially modulates DNP-associated inhibitory and inflammatory transcriptional programs.

## 2 Materials and methods

### 2.1 Human peripheral blood transcriptomic dataset and sample selection

The peripheral blood transcriptomic dataset GSE95849 was retrieved from the NCBI Gene Expression Omnibus (GEO) database (Luo et al., 2017; Barrett et al., 2013). This dataset was originally generated to profile gene expression in healthy controls, patients with diabetes mellitus, and patients with diabetic peripheral neuropathy (Luo et al., 2017). To focus on neuropathy-associated transcriptomic alterations, six healthy control samples (CN; GSM2527028–GSM2527033) and six diabetic peripheral neuropathy samples (GSM2527034–GSM2527039) were included in the present analysis. The six diabetes-only samples (GSM2527040–GSM2527045) were excluded from the main comparison. Because the original dataset was annotated as diabetic peripheral neuropathy rather than strictly painful DNP, this dataset was used to explore DPN/DNP-related peripheral blood transcriptomic signatures.

### 2.2 Preprocessing, differential expression, pathway-level enrichment, and visualization of GSE95849

The GSE95849 expression matrix and sample annotation information were downloaded and processed in R. Expression values were inspected according to their distribution and log2-transformed when appropriate. Probe annotations were mapped to official gene symbols, and probes corresponding to the same gene symbol were collapsed by retaining the probe with the highest mean expression across all included samples. The resulting gene-level expression matrix was used for downstream analysis.

Principal component analysis (PCA) was performed to evaluate the global transcriptomic separation between CN and DPN/DNP-related samples. Differential expression analysis between DPN/DNP-related and CN groups was conducted using the limma R package (Ritchie et al., 2015). Genes with an adjusted P value ≤ 0.05 and an absolute log2 fold change > 1 were considered differentially expressed. A volcano plot was generated to visualize the overall distribution of differentially expressed genes, with representative immune-inflammatory and GABAergic/inhibitory-related genes labelled.

To evaluate coordinated pathway-level changes, custom preranked gene set enrichment analysis was performed based on the GSEA framework using the fgsea package (Subramanian et al., 2005; Korotkevich et al., 2021). Genes were ranked using a signed statistic calculated as sign (log2 fold change) *×* -log10(P value). Custom gene sets related to GABAergic signaling, inhibitory synapse, synaptic transmission, neuroinflammation/NF-*κ*B, and glial/myeloid activation were analyzed. Negative normalized enrichment scores indicated enrichment toward the CN side, whereas positive normalized enrichment scores indicated enrichment toward the DPN/DNP-related side.

Official GO, KEGG, Reactome, and related gene sets were analyzed using MSigDB annotations obtained through the msigdbr package to provide supplementary pathway-level validation (Liberzon et al., 2011; Liberzon et al., 2015). Sample-level pathway activity was further estimated using the ssGSEA method implemented in the GSVA framework (Hanzelmann et al., 2013). Differences in ssGSEA scores between CN and DPN/DNP-related groups were assessed using Wilcoxon rank-sum tests followed by Benjamini–Hochberg correction.

A curated heatmap was generated using row-scaled z-scores of representative genes related to GABAergic/inhibitory signaling, synaptic transmission, and immune-inflammatory activation. All visualizations were generated in R using ggplot2, pheatmap, and related packages.

### 2.3 Experimental animals and ethical statement

To validate the bioinformatics findings in an *in vivo* system, specific pathogen-free (SPF) male C57BL/6 mice (7 weeks old, 20–22 g) were obtained from Changsheng Biotechnology Co., Ltd. Mice were housed in an SPF facility under controlled environmental conditions (23 *±* 1 °C; 12-h light/12-h dark cycle) with *ad libitum* access to standard rodent chow and water. The facility was maintained at a relative humidity of 50% *±* 10%. Bedding was changed twice weekly to ensure hygiene. All animals were allowed to acclimatize for at least 3–5 days prior to experimentation. The study protocol was approved by the Institutional Animal Care and Use Committee (IACUC) of Jinan University (Approval No. GZJLAWE-20260310–03). All procedures were conducted in strict accordance with ethical guidelines to minimize animal suffering.

### 2.4 Reagents and materials

Pharmacological agents, including Streptozotocin (STZ) and baclofen, were purchased from Sigma- Aldrich (St. Louis, MO, United States), while Tribromoethanol (Avertin) was obtained from Caisheng Biological Technology (Guangzhou, China). For molecular biology assays, all essential reagents—comprising RNAiso Blood, RNAiso Plus, the PrimeScript™ II 1st Strand cDNA Synthesis Kit, and the PrimeScript™ RT reagent Kit with gDNA Eraser—were acquired from Takara (Beijing, China). Key instrumentation employed in this study included a ViiA 7 Real-Time PCR System (Applied Biosystems, United States) for transcriptional analysis, as well as a Von Frey filament set (Ugo Basile, Italy) and a plantar test apparatus (IITC Life Science, United States) for behavioral assessments.

### 2.5 Establishment of the diabetic neuropathic pain (DNP) model

The HFD/STZ protocol was used based on previous studies showing that combined dietary metabolic stress and STZ administration can induce diabetic metabolic abnormalities and neuropathy-related sensory changes in rodents (Kou et al., 2015; Davidson et al., 2018). To establish a model of Type 2 Diabetic Neuropathic Pain (DNP), a cohort of 28 mice was initially maintained on a high-fat diet (HFD, 60% fat; Changsheng Biotechnology) for 4 weeks. Following this dietary intervention, mice were fasted daily for 6 hours (9:00 AM–3:00 PM) and administered streptozotocin (STZ; 50 mg/kg, i. p.) dissolved in citrate buffer for seven consecutive days. One week after the final injection, diabetic status was verified via fasting blood glucose (FBG) measurement; mice exhibiting FBG levels *≥* 16.7 mmol/L were deemed diabetic. To confirm the onset of neuropathy, mechanical and thermal nociceptive thresholds (PWT and PWLT) were assessed 4 weeks post-STZ administration. Only mice demonstrating both sustained hyperglycemia and significantly reduced pain thresholds compared to the Control group were identified as successful DNP models (n = 12) and enrolled in the study. Animals failing to meet these strict inclusion criteria (n = 16) were excluded.

### 2.6 Grouping and treatment

Diabetic mice were randomly assigned to the DNP model group (DNP) or the baclofen-treated DNP group (BAC) (n = 6 per group). A separate group of normal mice served as the control group (CON) (n = 6). The BAC group received intraperitoneal injections of baclofen (8 mg/kg) daily for 7 days. The CON and DNP groups received an equivalent volume of saline vehicle. Body weight and FBG levels were monitored throughout the treatment period.

### 2.7 Behavioral assessment

Behavioral tests were conducted to evaluate neuropathic pain symptoms, muscular strength, and motor coordination. All experiments were performed in a quiet environment with controlled temperature, and all apparatuses were cleaned with 70% ethanol between subjects to eliminate olfactory cues.

Mechanical hypersensitivity was assessed using von Frey filaments according to the simplified up-down method for estimating paw withdrawal thresholds (Bonin et al., 2014). Thermal hypersensitivity was assessed using the Hargreaves plantar test (Hargreaves et al., 1988). For the measurement of the Mechanical Withdrawal Threshold (PWT), mice were acclimatized in individual plexiglass chambers on a wire mesh floor for 15 min. Testing was conducted using Von Frey filaments (Ugo Basile, Italy) ranging from 0.02 g to 2.0 g following the simplified up-down method (SUDO). The 0.4 g filament was applied perpendicularly to the mid-plantar surface of the hind paw for 5–6 s; a positive response (rapid withdrawal, flinching, or licking) prompted the use of the next lighter filament, while no response led to the application of the next heavier filament. The final threshold was calculated by averaging the responses of 5 stimuli per mouse.

Subsequently, Paw Withdrawal Thermal Latency (PWLT) was measured using a plantar test apparatus (Series 8, Model 390; IITC Life Science, United States). Following a 30-min acclimatization period, a radiant heat source (30–40 mW intensity) was positioned beneath the center of the hind paw. The latency from the onset of irradiation to paw withdrawal was recorded, with a cut-off time of 20 s imposed to prevent tissue damage. Three to five trials were performed for each mouse with 5-min intervals, and the mean values were recorded.

Forelimb grip strength was measured as an index of neuromuscular performance based on previously described grip strength procedures (Meyer et al., 1979). Mice were first acclimated to the grip grid (8 cm *×* 14 cm) for 5 min 1 day prior to testing. During the formal assessment, the mouse was held by the base of the tail and lowered until its forepaws gripped the center of the grid. The animal was then pulled backward steadily along the horizontal axis until its grip was released. The maximum pull force was recorded. Each mouse underwent five trials with a 5-min inter-trial interval to ensure physical recovery. The average of the five trials was used for statistical analysis.

Motor coordination and balance were evaluated using the accelerating rotarod test, a widely used assay for motor coordination in mice (Deacon, 2013). The procedure consisted of a 3-day training phase where the rod accelerated from 4 rpm to 20 rpm over 10 s and maintained that speed for 10 min. For the formal test, the apparatus was programmed to accelerate from 4 rpm to 40 rpm over a 5-min period. The latency to fall (the time elapsed before the mouse fell from the rotating rod) was recorded. Each mouse was tested three times with a minimum inter-trial interval of 10 min, and the average latency was calculated.

All behavioral assays were performed by an investigator who was blinded to the experimental grouping of the mice to minimize observer bias.

### 2.8 Real-Time quantitative PCR (RT-qPCR)

At the conclusion of the behavioral testing period, mice were deeply anesthetized via intraperitoneal injection of 1.25% Tribromoethanol (Avertin). Brain tissues were rapidly dissected on ice, frozen in liquid nitrogen, and stored at −80 °C for subsequent molecular analysis. Total RNA was extracted from brain tissue samples using RNAiso Plus (Takara, Beijing, China) following the manufacturer’s instructions. RNA concentration and purity were determined microspectrophotometrically. Reverse transcription was performed using the PrimeScript™ II 1st Strand cDNA Synthesis Kit (Takara). Quantitative PCR was subsequently conducted using the PrimeScript™ RT reagent Kit with gDNA Eraser (Takara) on a ViiA 7 System.

The primer sequences used were as follows:

*Gabra1*: Fwd 5′-ATG​AGG​TTG​ACC​GTG​AGA​GC-3′, Rev 5′-AAA​CGT​GAC​CCA​TCT​TCT​GCT-3′ (173 bp).

*Gapdh*: Fwd 5′-ATG​TGT​CCG​TCG​TGG​ATC​TG-3′, Rev 5′-AAG​TCG​CAG​GAG​ACA​ACC​TG-3′ (142 bp).

Relative mRNA expression levels were calculated using the 2^−ΔΔCT^ method, with *Gapdh* serving as the internal control (Livak and Schmittgen, 2001).

### 2.9 Mouse whole-brain RNA-seq and transcriptomic analysis

To investigate central transcriptional alterations associated with DNP and baclofen treatment, whole-brain RNA-seq analysis was performed using brain tissues from CON, DNP, and baclofen-treated DNP mice (BAC). Three biological replicates per group were included for transcriptomic analysis. The sequencing samples corresponded to the CON group, untreated DNP model group, and baclofen-treated group. At the end of behavioral testing, mice were deeply anesthetized, and whole-brain tissues were rapidly collected, frozen in liquid nitrogen, and stored at −80 °C until RNA extraction and sequencing.

mRNA sequencing libraries were constructed and sequenced by a commercial service provider. According to the sequencing report, the libraries were generated for reference genome-based mRNA-seq analysis and were non-strand-specific. Raw sequencing data were generated in FASTQ format as paired-end reads. Raw reads were first subjected to quality assessment using FastQC v0.11.9 (Andrews, 2010) and filtered using fastp (Chen S. et al., 2018). During read filtering, adapter sequences were removed, low-quality bases with Q scores below 20 at the 3*′*end were trimmed, reads shorter than 25 bp were discarded, and ribosomal RNA reads were removed. The remaining high-quality clean reads were used for downstream analysis.

Clean reads were aligned to the mouse reference genome GRCm38.91 using HISAT2 v2.1.0 (Kim et al., 2019). Bowtie2 v2.3.4.1 was used for reference sequence alignment-related processing (Langmead and Salzberg, 2012). Gene expression was quantified using StringTie v1.3.3b (Pertea et al., 2015), and expression values were normalized using the trimmed mean of M values method. FPKM values and gene-level read counts were generated for each sample. The initial gene-level count and expression matrices generated by the sequencing service provider were used for downstream reanalysis in R.

For the present study, the gene-level expression/count matrix was further analyzed in R. Differential expression analysis of the mouse RNA-seq count matrix was performed using DESeq2 (Love et al., 2014) for three pairwise comparisons: DNP versus CON, BAC versus DNP, and BAC versus CON. For pathway-level analysis, genes were ranked using a signed statistic calculated as sign (log2 fold change) *×* −log10(P value), and preranked gene set enrichment analysis was performed using the fgsea package. Custom gene sets related to GABAergic signaling, inhibitory synapse, synaptic transmission, neuroinflammation/NF-*κ*B, and glial activation were analyzed.

Sample-level pathway activity was further estimated using single-sample gene set enrichment analysis to evaluate pathway scores across individual samples from the CON, DNP, and BAC groups. To assess baclofen-associated transcriptional modulation, a reversal analysis was performed by comparing gene-level log2 fold changes from DNP versus CON with those from BAC versus DNP. Genes showing opposite directions of change between disease induction and baclofen treatment were considered directionally modulated by baclofen. Curated heatmaps were generated using row-scaled z-scores of representative genes related to GABAergic/inhibitory signaling, synaptic transmission, neuroinflammation/glial activation, and baclofen-responsive transcriptional changes. Visualization was performed using ggplot2, pheatmap, ComplexHeatmap, and related R packages.

### 2.10 Molecular docking

To investigate the binding affinity of Baclofen for GABA receptors, molecular docking analysis was performed using crystal structures of GABA_A_ and GABA_B_ receptors retrieved from the RCSB Protein Data Bank (PDB) (Berman et al., 2000) and the two-dimensional structure of Baclofen from PubChem (Kim et al., 2023). The GABA_A_ receptor structure (PDB ID: 6CDU) and the GABA_B_ receptor structure (PDB ID: 4MQE) were selected based on previously resolved structural studies (Chen Q. et al., 2018; Geng et al., 2013). Prior to docking, receptor structures were pre-processed using PyMOL 2.4.0 to remove water molecules, co-crystallized ligands, and ions. Protein and ligand preparation was performed using AutoDockTools (Morris et al., 2009), including the addition of polar hydrogen atoms and Gasteiger charges. The ligand structure was converted to a three-dimensional (3D) format and subjected to energy minimization using ChemBio3D. Both processed receptor and ligand files were converted to PDBQT format using AutoDock Tools. The docking search space was defined by a grid box configured to fully encompass the active pockets of both receptors, and Molecular docking was conducted using AutoDock Vina (Trott and Olson, 2010). The conformation exhibiting the lowest binding energy (most negative affinity) was selected as the optimal docking pose. Finally, 3D and 2D visualization analyses of the ligand-receptor interactions were performed using PyMOL and Discovery Studio software, respectively.

### 2.11 Statistical analysis data presentation and software

All experimental data are expressed as mean *±* Standard Error of the Mean (SEM). Statistical analyses and graphical visualizations for behavioral and molecular studies were performed using GraphPad Prism software (Version 9.0, GraphPad Software, San Diego, CA, United States). Bioinformatic data processing was conducted within the R statistical environment (Version 4.4. 1).

### 2.12 Statistical tests

Comparisons between two groups were analyzed using a two-tailed unpaired Student’s t-test when appropriate. For comparisons involving three or more groups, including grip strength, rotarod performance, and *Gabra1* mRNA expression, one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* test was used. Time-course data, including body weight, fasting blood glucose, PWT, and PWLT, were analyzed using two-way repeated measures ANOVA with treatment and time as factors, followed by Tukey’s *post hoc* test. A P value ≤ 0.05 was considered statistically significant.

## 3 Results

### 3.1 Peripheral blood transcriptomic reanalysis identifies inflammatory activation and reduced synaptic/GABAergic-related signatures in a DPN/DNP-related human dataset

To characterize peripheral blood transcriptomic alterations associated with diabetic neuropathy-related pain mechanisms, we reanalyzed the GSE95849 dataset, including six healthy control samples and six diabetic peripheral neuropathy samples used as a DPN/DNP-related human transcriptomic resource. After probe annotation, gene-level collapsing, and normalization, principal component analysis showed a clear separation tendency between CN and DNP samples, indicating distinct global transcriptomic profiles between the two groups (Figure 1A).

**FIGURE 1:**
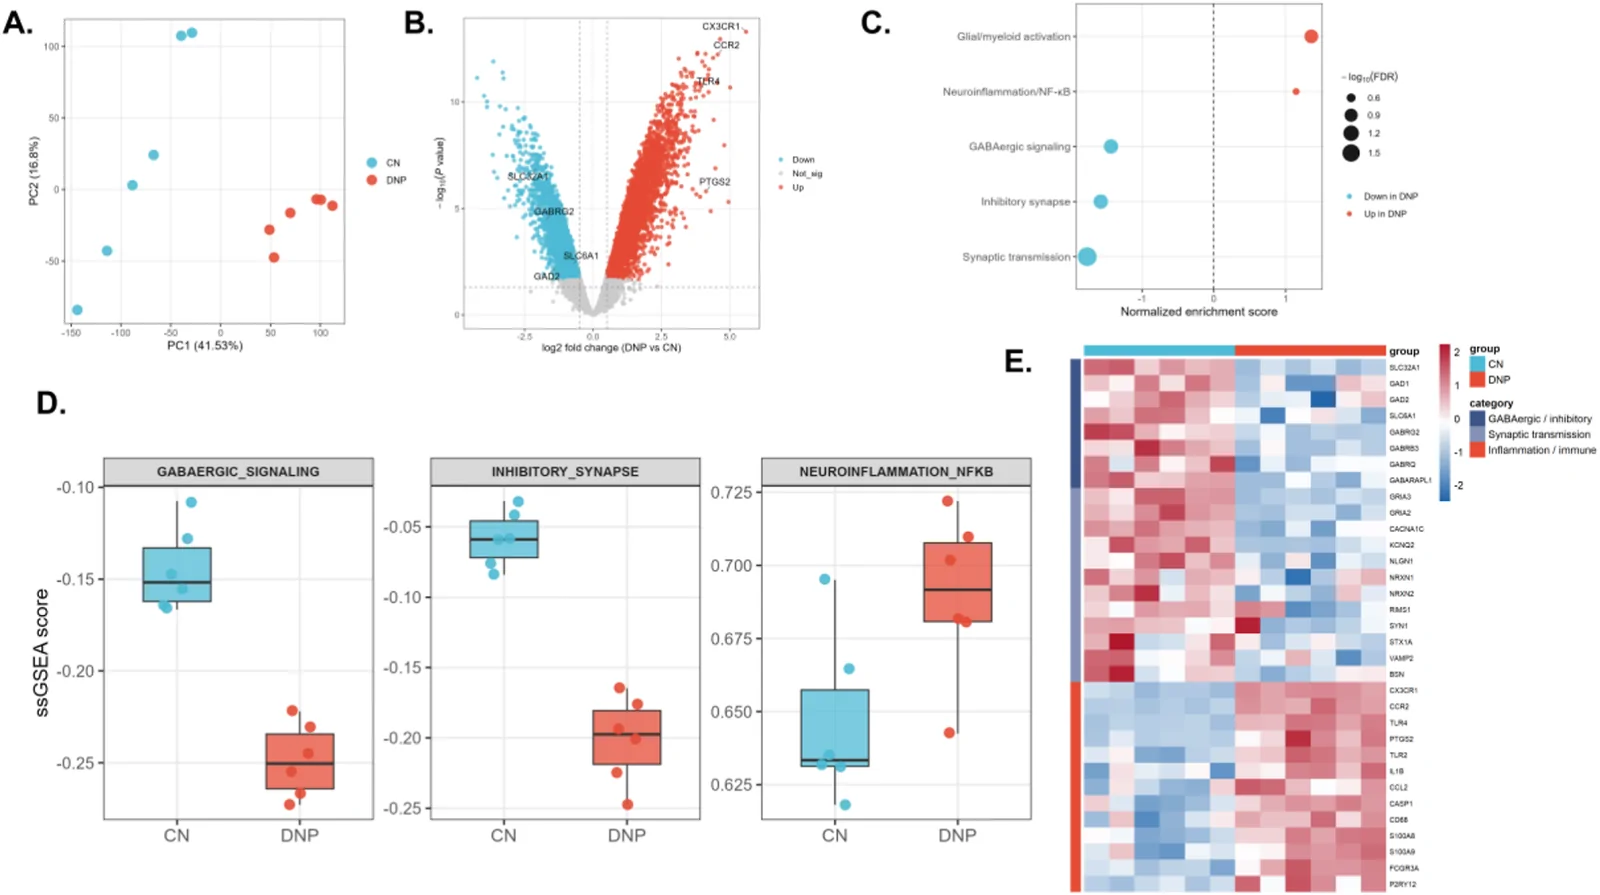
Peripheral blood transcriptomic reanalysis reveals reduced synaptic/GABAergic-related signatures and enhanced inflammatory activation in a DPN/DNP-related human dataset. **(A)** Principal component analysis (PCA) of GSE95849 peripheral blood samples from healthy controls (CN, n = 6) and diabetic peripheral neuropathy samples used as a DPN/DNP-related human transcriptomic resource (n = 6). The first two principal components explained 41.53% and 16.80% of the total variance, respectively. **(B)** Volcano plot showing differentially expressed genes between DNP and CN samples. Red dots indicate genes upregulated in DNP, blue dots indicate genes downregulated in DNP, and grey dots indicate non-significant genes. Representative immune-inflammatory genes (*CX3CR1*, *CCR2*, *TLR4*, and *PTGS2*) and GABAergic/inhibitory-related genes (*SLC32A1*, *GAD2*, *SLC6A1*, and *GABRG2*) are labelled. **(C)** Custom preranked GSEA of selected pathway signatures related to synaptic transmission, inhibitory synapse, GABAergic signaling, neuroinflammation/NF-*κ*B, and glial/myeloid activation. Negative normalized enrichment scores indicate downregulation in DNP, whereas positive normalized enrichment scores indicate upregulation in DNP. Dot size represents -log10(FDR). **(D)** Sample-level ssGSEA scores for GABAergic signaling, inhibitory synapse, and neuroinflammation/NF-*κ*B signatures in CN and DNP samples. Each dot represents one sample. **(E)** Curated heatmap of representative pathway-related genes. GABAergic/inhibitory and synaptic transmission-related genes showed lower expression in DNP samples, whereas immune-inflammatory genes showed higher expression in DNP samples. Expression values are shown as row-scaled z-scores.

Differential expression analysis identified 5,200 differentially expressed genes in DNP samples compared with CN samples, including 3,653 upregulated and 1,547 downregulated genes. The volcano plot showed that several immune-inflammatory genes, including *CX3CR1, CCR2, TLR4*, and *PTGS2*, were markedly upregulated in DNP samples. In contrast, representative genes related to GABAergic/inhibitory signaling, including *SLC32A1*, *GAD2*, *SLC6A1*, and *GABRG2*, were downregulated (Figure 1B).

To determine whether these gene-level alterations reflected coordinated pathway-level changes, we performed custom preranked GSEA using selected signatures related to GABAergic signaling, inhibitory synapse, synaptic transmission, neuroinflammation/NF-*κ*B, and glial/myeloid activation. Synaptic transmission showed significant negative enrichment in DNP samples, whereas GABAergic signaling and inhibitory synapse signatures displayed consistent negative enrichment trends. In contrast, glial/myeloid activation and neuroinflammation/NF-*κ*B-related signatures showed positive enrichment trends, suggesting that DNP peripheral blood is characterized by reduced synaptic/GABAergic-related pathway activity and enhanced inflammatory activation (Figure 1C).

Consistent with the preranked GSEA results, sample-level ssGSEA analysis further demonstrated significantly lower GABAergic signaling and inhibitory synapse scores in DNP samples, together with increased neuroinflammation/NF-*κ*B pathway scores (Figure 1D). These findings indicate that the observed pathway-level alterations were also detectable at the individual-sample level.

A curated heatmap of representative pathway-related genes further supported this reciprocal expression pattern. Genes associated with GABAergic/inhibitory signaling and synaptic transmission, including *SLC32A1*, *GAD1*, *GAD2*, *SLC6A1*, *GABRG2*, *GABRB3*, *SYN1*, *STX1A*, and *VAMP2*, were generally lower in DNP samples. Conversely, immune-inflammatory genes, including *CX3CR1*, *CCR2*, *TLR4*, *PTGS2*, *TLR2*, *IL1B*, *CCL2*, *CASP1*, *CD68*, *S100A8*, and *S100A9*, were higher in DNP samples (Figure 1E). Together, these results suggest that this DPN/DNP-related human peripheral blood dataset exhibits transcriptomic signatures characterized by enhanced immune-inflammatory activation and reduced synaptic/GABAergic-related pathway activity.

### 3.2 Establishment and characterization of the diabetic neuropathic pain (DNP) model

Monitoring of metabolic parameters confirmed the successful induction of the diabetic state following STZ administration. Body weight trajectories diverged significantly between groups; while the CON group exhibited a steady weight gain throughout the study period, the DNP group displayed a progressive decline starting 1 week post-STZ injection (P < 0.05), reaching a nadir at Week 3 (23.83 *±* 0.85 g) (Figure 2A). Concurrently, blood glucose levels in the DNP group rose sharply within the first week and maintained a stable hyperglycemic state (≥ 16.7 mmol/L) from Week 2 through Week 6 (P < 0.05), peaking at Week 3 (26.8 *±* 2.4 mmol/L) (Figure 2B). In contrast, the CON group maintained normoglycemic levels throughout the experiment.

**FIGURE 2:**
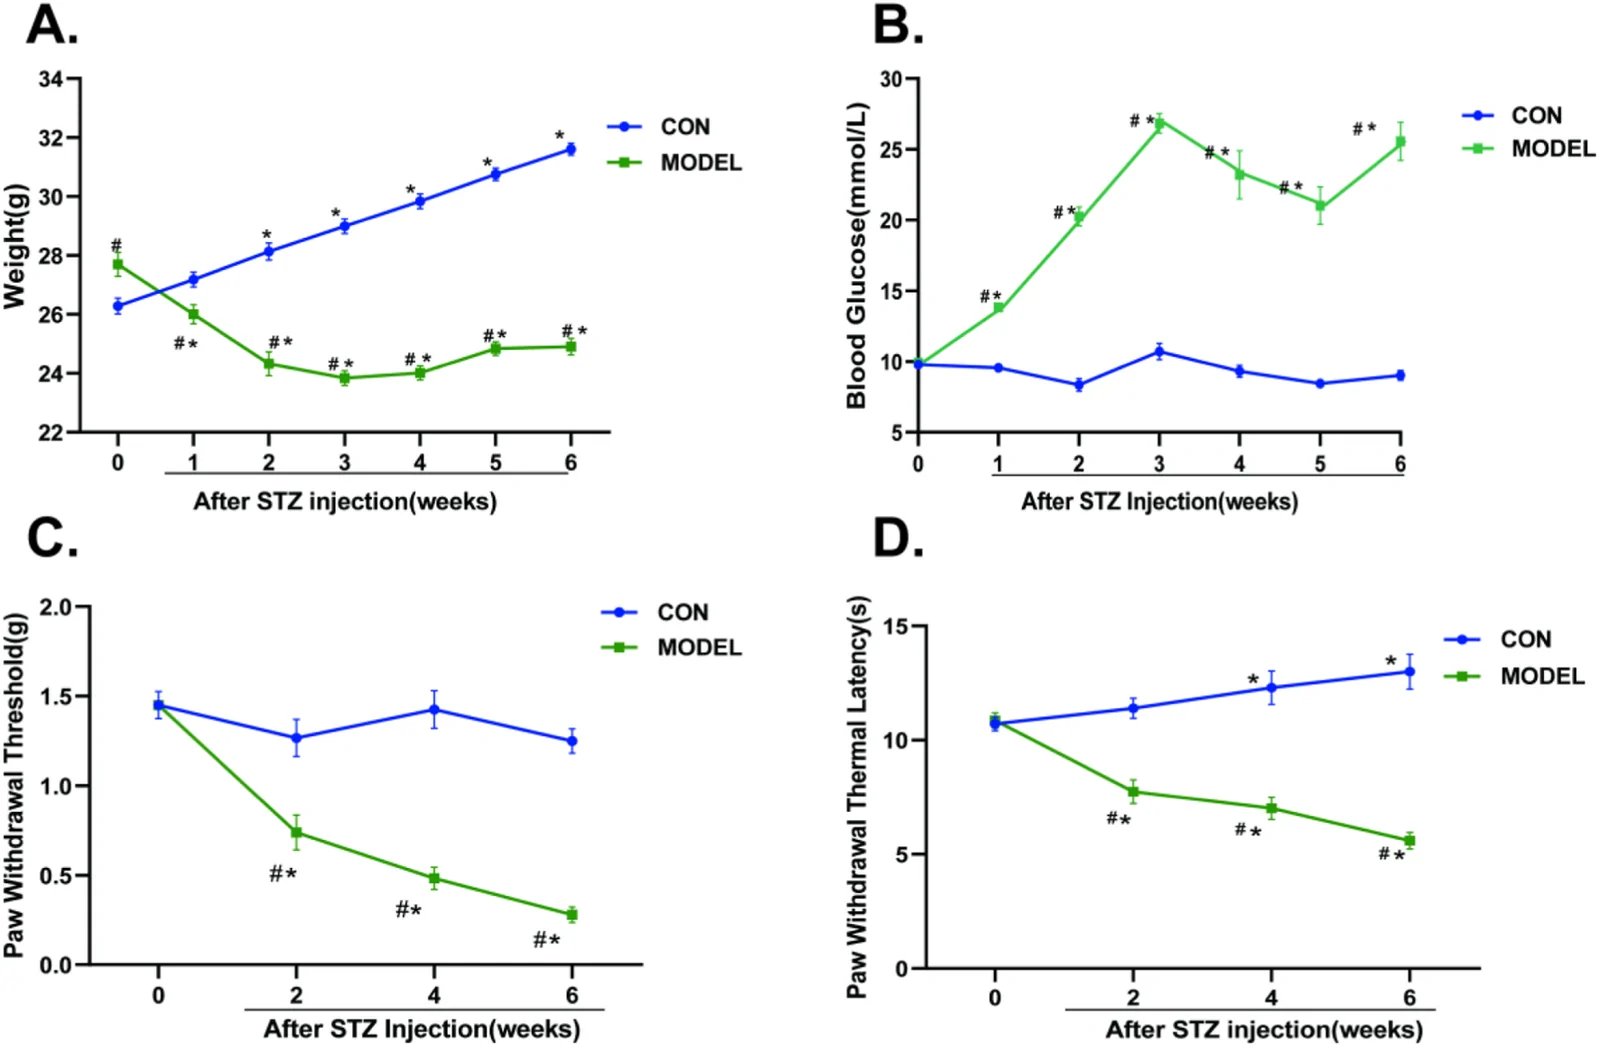
Characterization of the STZ-induced Diabetic Neuropathic Pain (DNP) model. **(A)** Time course of body weight changes in Control (CON) and DNP mice over 6 weeks. **(B)** Monitoring of fasting blood glucose levels; hyperglycemia (≥16.7 mmol/L) was sustained in DNP mice from Week 1 onwards. **(C)** Assessment of mechanical allodynia via Von Frey filaments (Paw Withdrawal Threshold, PWT). **(D)** Assessment of thermal hyperalgesia via the Hargreaves test (Paw Withdrawal Thermal Latency, PWLT). Data are presented as mean *±* SEM (n = 6 per group). Statistical significance was determined using two-way repeated measures ANOVA followed by Tukey’s *post hoc* test. #, P ≤ 0.05 vs. CON group at the same time point *, P > 0.05 vs. baseline (Week 0) within the same group.

The onset of neuropathy was validated by a significant reduction in nociceptive thresholds. Prior to STZ injection, baseline Paw Withdrawal Thresholds (PWT) and Paw Withdrawal Thermal Latencies (PWLT) were indistinguishable between groups (P ≥ 0.05). However, post-induction, the DNP group exhibited a marked and sustained hypersensitivity. Mechanical thresholds (PWT) in DNP mice dropped significantly at Weeks 2, 4, and 6 compared to both baseline and age-matched controls (P < 0.05) (Figure 2C). Similarly, thermal latencies (PWLT) in the DNP group were significantly shortened at all post-induction time points (P < 0.05), confirming the development of both mechanical allodynia and thermal hyperalgesia characteristic of the DNP phenotype (Figure 2D).

### 3.3 Baclofen alleviates diabetic neuropathic pain and improves neuromuscular performance without motor impairment

Baseline assessments confirmed the establishment of neuropathic hypersensitivity before treatment. Prior to baclofen administration, both the DNP and BAC groups showed significantly reduced paw withdrawal thresholds (PWT) and paw withdrawal thermal latencies (PWLT) compared with the CON group, with no detectable difference between the two disease groups. After 7 days of treatment, baclofen significantly increased PWT and prolonged PWLT compared with untreated DNP mice, indicating attenuation of mechanical allodynia and thermal hyperalgesia. In contrast, the untreated DNP group maintained low sensory thresholds during the same period.

Motor-related behavioral tests were performed to evaluate whether the analgesic-like effects of baclofen were confounded by motor impairment. Forelimb grip strength was reduced in DNP mice compared with controls, whereas BAC-treated mice showed a significant improvement relative to untreated DNP mice, although the values did not fully return to control levels. In the accelerating rotarod test, BAC-treated mice did not show impaired motor coordination compared with controls, suggesting that the dose used in this study did not produce detectable motor suppression under the present experimental conditions.

RT-qPCR analysis showed that brain *Gabra1* mRNA expression was significantly reduced in DNP mice and increased after baclofen treatment. These findings suggest that the behavioral improvement induced by baclofen was accompanied by partial restoration of an inhibitory receptor-related transcriptional marker (Figure 3).

**FIGURE 3:**
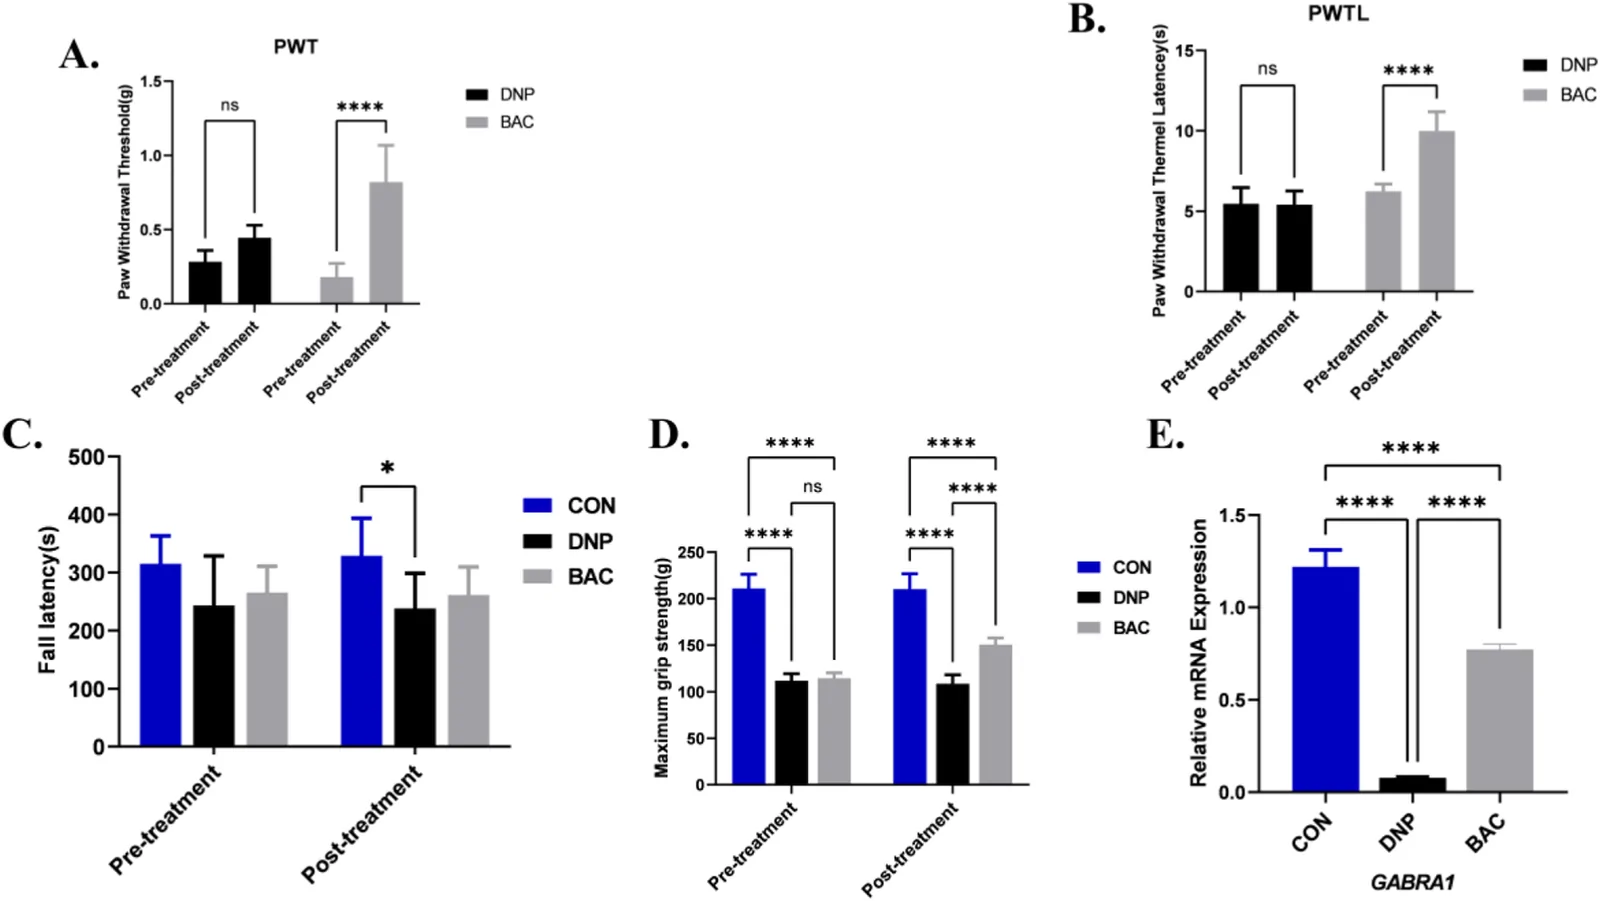
Baclofen treatment improves pain-related behaviors and neuromuscular performance without motor impairment in DNP mice. **(A)** Mechanical paw withdrawal threshold (PWT) was measured to evaluate mechanical allodynia. **(B)** Paw withdrawal thermal latency (PWLT) was measured to evaluate thermal hyperalgesia. **(C)** Latency to fall in the accelerating rotarod test was recorded as an index of motor coordination and balance. **(D)** Maximum forelimb grip strength was assessed to determine neuromuscular performance. **(E)** Relative mRNA expression levels of *Gabra1* in the brain were quantified via qPCR and normalized to internal controls. CON, normal control group; DNP, untreated diabetic neuropathic pain group; BAC, baclofen-treated DNP group. Data are presented as mean ± SEM (n = 6 per group). Statistical significance was determined by one-way or two-way ANOVA as appropriate. ns, non-significant; *P < 0.05, **P < 0.0001.

### 3.4 Mouse brain transcriptomic analysis reveals inhibitory/synaptic suppression, neuroinflammatory activation, and partial transcriptional modulation by baclofen

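Whole-brain RNA-seq libraries were made from 3 CON, 3 DNP and 3 BAC mice, with a separate library for each mouse. The mice were 7 weeks old at the start. DNP and BAC mice were fed a diet with 60% fat for 4 weeks and then received streptozotocin, a toxin of pancreatic beta cells, at 50 mg/kg for 7 days. BAC mice received baclofen, an agonist of the GABA-B receptor, at 8 mg/kg for 7 days, and CON and DNP mice received saline. The authors filtered the paired-end reads for adapters, low quality, short length and ribosomal RNA, aligned them to GRCm38 with HISAT2 and counted them per gene with StringTie. The count table lists 53465 genes by Ensembl identifier and symbol, without normalization. A second table holds FPKM values, each of which equals the count divided by a length per gene and by the total count of the library. The ratio between these lengths in different libraries was at most 1.000044 over the 14125 genes checked, so the FPKM values carry no TMM factor.

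Between 13879989 and 16008129 reads per CON library were counted on genes, with a median of 14670211. The totals were 13806845 to 15098808 in DNP (median 14645019) and 13107382 to 15454298 in BAC (median 14803805). Mitochondrial genes took 4.96% ± 0.544 of the counts in CON, 6.80% ± 0.186 in DNP and 6.42% ± 0.705 in BAC (SD, n = 3 mice each). The 18501 genes kept by edgeR's filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalization, with the 9 libraries in a single model. Log2 CPM (counts scaled to library size) of these genes correlated between mice of the same group with r from 0.913 to 0.979, and between mice of different groups with r from 0.910 to 0.979 (across genes, which are not independent replicates). The first principal component held 47.6% of the variance and the second 20.1%. The common dispersion was 0.133, a biological coefficient of variation of 36.5%.

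Levels of brain-region markers differed widely between libraries of the same group. The counts of Gabra6, a gene of cerebellar granule cells, were 42, 4828 and 735 in the CON libraries, 432, 0 and 0 in the DNP libraries and 2808, 0 and 954 in the BAC libraries. A count of 0 allows up to 3 counts, and such limits cover counting error only. The mean log2 deviation of 10 cerebellar markers from the mean of the 9 libraries ranged from -3.57 to 4.32, and that of 9 markers of brainstem and spinal cord from -2.16 to 4.26. Gabra6 and both lists bear on how alike the tissue of the 9 libraries was. The mitochondrial share was higher in each DNP and BAC library (5.94% or more) than in each CON library (5.36% or less). Over 12 mitochondrial genes, the median log2 fold change between DNP and BAC libraries together and CON was 0.388. With the cerebellar and the brainstem and spinal cord scores as covariates, a setting chosen after seeing the data, it was 0.191. Part of the rise may therefore go with the tissue. The share itself was not adjusted.

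**Figure D1:**
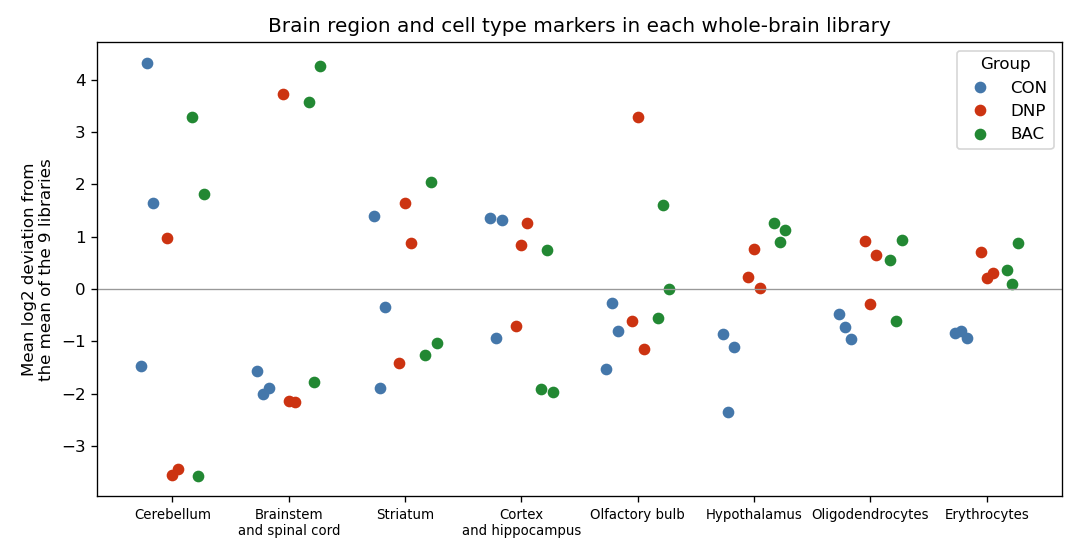
Mean log2 deviation of 8 lists of marker genes (vertical axis, CPM relative to the mean of the 9 libraries) in each CON, DNP and BAC library, with a point per mouse. The cerebellar score reaches 4.32 in a CON library and lies at -3.57 in a BAC library.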

To further explore central transcriptional programs associated with DNP and baclofen treatment, we performed exploratory whole-brain RNA-seq analysis in CON, DNP, and baclofen-treated DNP mice. Custom preranked GSEA revealed a distinct pathway-level disturbance in DNP mouse brain samples compared with CON samples. 

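Before the pathway level, single genes were compared. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in DNP versus CON, BAC versus DNP or BAC versus CON, and the smallest adjusted p values were 0.294, 0.998 and 0.622. At an unadjusted p under 0.05, 2067 genes differed in DNP versus CON, of which 1056 were higher and 1011 lower in DNP, where chance gives 925. In BAC versus DNP, 438 genes passed this threshold (253 higher, 185 lower), and in BAC versus CON 1436 genes did (826 higher, 610 lower). The 3 libraries of each group did not overlap for 18.2% of the genes in DNP versus CON, 6.79% in BAC versus DNP and 13.4% in BAC versus CON, where chance gives 10%. The alternative that moved these counts most was DESeq2, the tool of the paper, which called 342 genes in DNP versus CON (148 higher, 194 lower), 7 in BAC versus DNP and 100 in BAC versus CON. On simulated libraries with the fitted dispersion, edgeR recovered 65% of the genes given a log2 change of 2 in size. Smaller changes were not simulated, so the simulation does not show whether edgeR would call them at this sample size.

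For the pathway level, genes were ranked by the sign of the log2 fold change times -log10 of the p from DESeq2, and fgsea was run on the 18458 ranked symbols. The paper's text names 5 custom gene sets without their members, so the members were written from general knowledge. The sets held 31 tested genes for GABAergic signaling, 36 for inhibitory synapse, 46 for synaptic transmission, 38 for neuroinflammation/NF-kB and 36 for glial activation.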

GABAergic signaling was significantly negatively enriched in DNP mice (NES = −1.63, FDR = 0.0076), and the inhibitory synapse signature also showed significant negative enrichment (NES = −1.51, FDR = 0.017). In contrast, neuroinflammation/NF-*κ*B and glial activation-related signatures were positively enriched in DNP mice (both FDR = 0.017), indicating that the DNP brain transcriptome was characterized by reduced inhibitory/synaptic pathway activity together with enhanced neuroinflammatory activation (Figure 4A).

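In DNP versus CON, the GABAergic signaling set had a normalized enrichment score (NES) of -1.29 with an FDR of 0.142, which does not pass 0.05. Of its 31 members, 16 were higher and 15 lower in DNP, and its leading edge held 5 genes, Gabrb2 and Gabbr2 among them. The alternative that moved it most was the set without the genes of Fig. 4E, with an NES of 1.48 and an FDR of 0.0681, the opposite direction. Over its 20 alternatives the FDR ranged from 0.00187 to 0.48. It passed 0.05 in 4 of them, with a shorter list of core members (NES -1.75, FDR 0.00571), with the scores of cerebellar and of brainstem and spinal cord markers as covariates, a setting chosen after seeing the data (NES -1.73, FDR 0.00197), without CON replicate 2 (NES -1.53, FDR 0.0408) and without DNP replicate 1 (NES -1.77). The inhibitory synapse set had an NES of -1.93 (FDR 0.00024), with 21 of 36 members lower in DNP and 16 in the leading edge. Without the genes of Fig. 4E its FDR was 0.0783, and over its 20 alternatives the FDR ranged from 1.24e-07 to 0.14. Synaptic transmission had an NES of -1.82 (FDR 0.000698), with 45 of its 46 tested members in the ranking and 37 of the 46 lower in edgeR.

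Gabrb2 (ENSMUSG00000007653), which encodes a subunit of the GABA-A receptor, lies on chromosome 11 of GRCm38 from 42419757 to 42629028. It had 157 ± 11.9 CPM in CON and 58.6 ± 18.7 in DNP (SD, n = 3 mice each), a log2 fold change of -1.42 (standard error 0.24), and no DNP library reached a CON library. Gabbr2 (ENSMUSG00000039809), which encodes a subunit of the GABA-B receptor, lies on chromosome 4 from 46662305 to 46991873 and fell from 426 ± 46.3 to 254 ± 37.2 CPM (SD, n = 3 each). Its log2 fold change was -0.75 (standard error 0.16). Among the synaptic transmission genes, those with the smallest p in the leading edge were Pclo, Bsn and Rims1, with log2 fold changes of -1.15, -1.11 and -1.05. The genes of this set are long, with a median of 12741 bp against 5098 bp over all tested genes. In DNP versus CON, log2 fold changes fell with gene length (rank correlation of -0.243 across genes). The adjusted p over all genes was 0.294 for Gabrb2, Gabbr2, Pclo and Bsn and 0.339 for Rims1 (edgeR). Under DESeq2, Gabrb2, Gabbr2, Pclo and Bsn passed 0.05 and Rims1 did not.

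**Figure D2:**
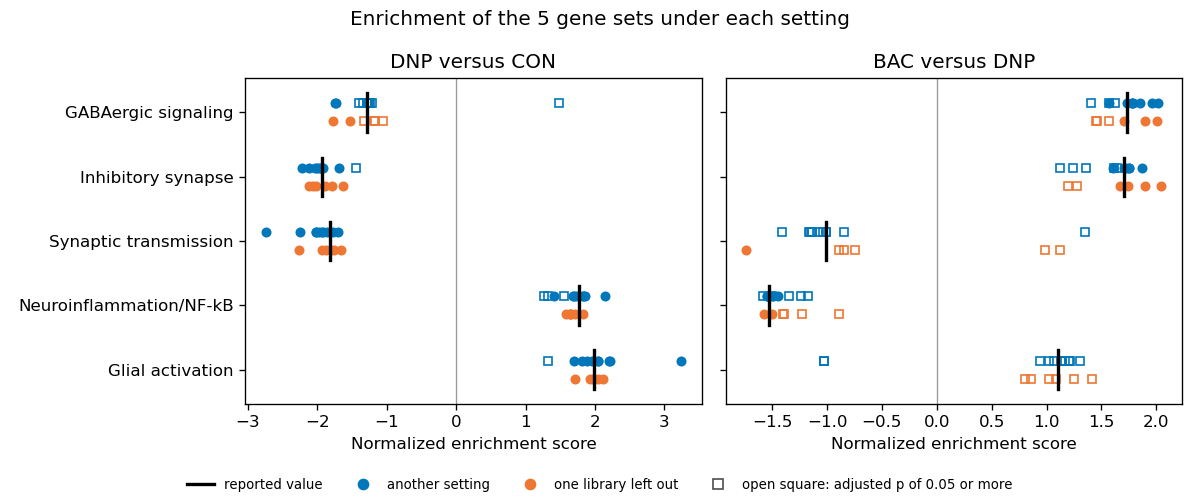
Normalized enrichment scores of the 5 gene sets in DNP versus CON and BAC versus DNP (horizontal axes). Black lines are the reported values, blue points other settings and orange points models without a single library, with open squares where the FDR is 0.05 or more. In DNP versus CON, GABAergic signaling has an open square at 1.48.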

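The neuroinflammation/NF-kB set had an NES of 1.77 in DNP versus CON (FDR 0.00322), with 26 of 38 tested members higher in DNP and 9 in the leading edge. The set lists 49 genes, and Tnf, Il1b, Il6, Ccl2 and 6 further cytokine genes were among those with too few counts to be tested. Its FDR was 0.127 without the genes of Fig. 4E and 0.171 with an unweighted running sum, and ranged from 1.02e-05 to 0.171 over its 20 alternatives. Glial activation had an NES of 1.98 (FDR 0.00024), with 29 of 36 members higher and 23 in the leading edge. Under camera with a preset correlation of 0.01, inhibitory synapse, synaptic transmission, neuroinflammation/NF-kB and glial activation passed an adjusted p of 0.05. Of these, neuroinflammation/NF-kB and glial activation passed it under fry (adjusted p of 0.0228 for both, limma), and none passed it under camera with an estimated correlation.

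Lcn2 (ENSMUSG00000026822, chromosome 2 of GRCm38 from 32384633 to 32388252) belongs to the neuroinflammation/NF-kB and glial activation sets. It had 2 counts in each CON library and 31 to 107 counts in the DNP libraries. Against the limit of 3 counts it was at least 22.9-fold higher in DNP. The other genes with the smallest p in the 2 leading edges were Cd86, C1qb, Nfkbia and Icam1, with log2 fold changes of 1.06, 0.86, 0.70 and 1.23. Each of these was higher in every DNP library than in every CON library, and none passed an adjusted p of 0.05 in edgeR. Lcn2 and Nfkbia passed it under DESeq2. Erythrocyte markers also scored higher in every DNP library than in every CON library. Whether residual blood contributes to the rise of Lcn2 or of these sets was not tested.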

**FIGURE 4:**
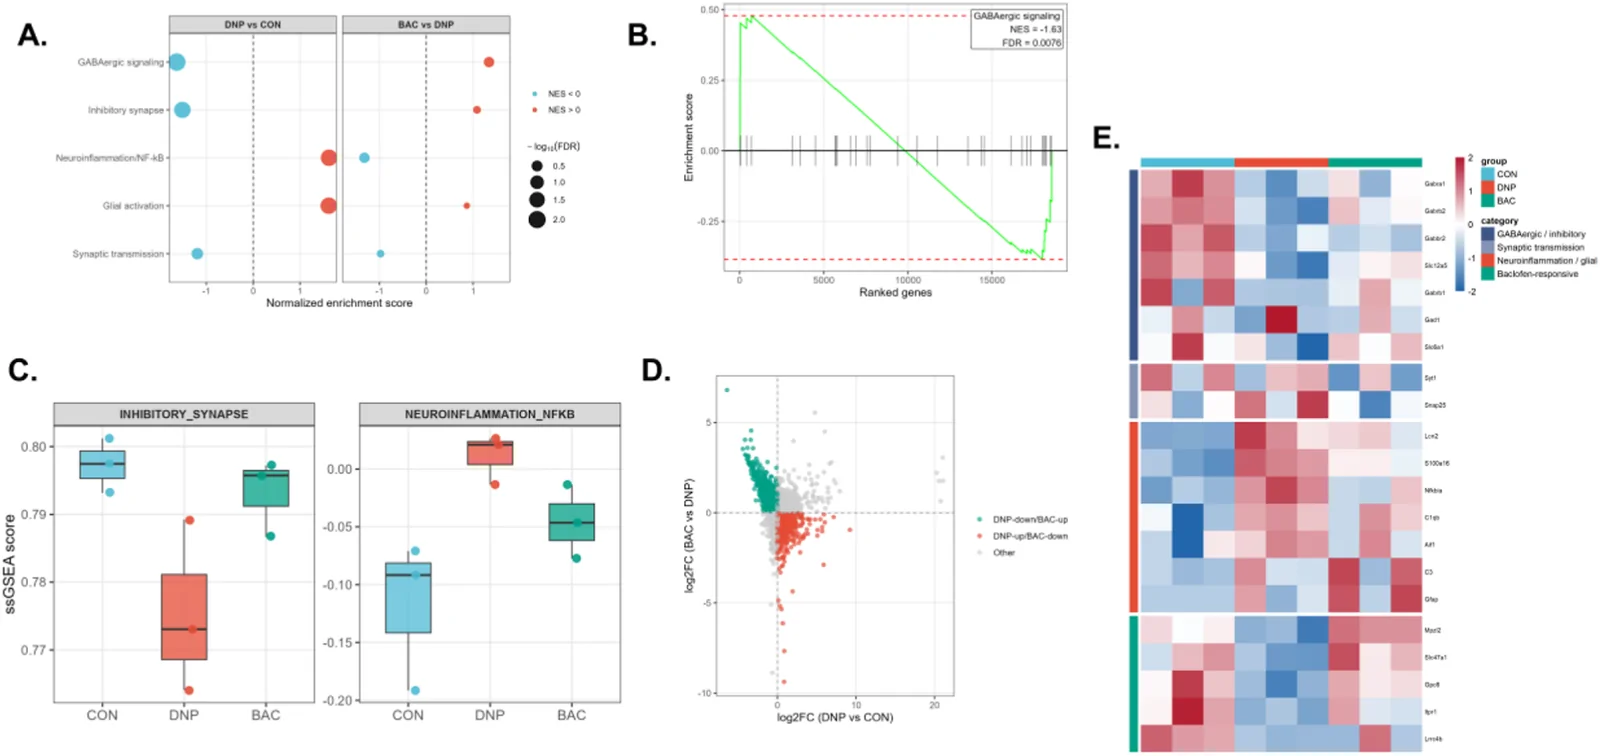
Whole-brain RNA-seq analysis reveals inhibitory/synaptic transcriptional suppression, neuroinflammatory activation, and partial baclofen-associated modulation in DNP mice. **(A)** Custom preranked GSEA dotplot showing pathway-level enrichment patterns in DNP versus CON and BAC versus DNP comparisons. Negative normalized enrichment scores indicate downregulation in the first group of each comparison, whereas positive normalized enrichment scores indicate upregulation. Dot size represents -log10(FDR). **(B)** Representative GSEA enrichment plot showing significant negative enrichment of the GABAergic signaling signature in DNP mouse brain samples compared with CON samples. The normalized enrichment score and FDR are shown within the plot. **(C)** Sample-level ssGSEA scores for inhibitory synapse and neuroinflammation/NF-*κ*B signatures across CON, DNP, and BAC groups. Each dot represents one biological sample. **(D)** Baclofen reversal quadrant plot comparing gene-level log2 fold changes from DNP versus CON with those from BAC versus DNP. Genes located in opposite-direction quadrants represent transcripts altered in DNP and directionally modulated by baclofen treatment. **(E)** Curated heatmap of representative genes related to GABAergic/inhibitory signaling, synaptic transmission, neuroinflammation/glial activation, and baclofen-responsive transcriptional changes. Expression values are shown as row-scaled z-scores. CON, control group; DNP, diabetic neuropathic pain model group; BAC, baclofen-treated DNP group.

In the BAC versus DNP comparison, baclofen treatment showed an opposite directional pattern for several DNP-associated pathways. 

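Between BAC and DNP mice, GABAergic signaling had an NES of 1.73 and inhibitory synapse an NES of 1.70, both with an FDR of 0.0157. In the 31 members of GABAergic signaling, 18 were higher in BAC, and in the 36 members of inhibitory synapse 22 were. Neuroinflammation/NF-kB had an NES of -1.53 (FDR 0.0324), with 25 of 38 members lower in BAC. Synaptic transmission had an NES of -1.01 (FDR 0.421), with 28 of its 46 tested members lower in BAC. Glial activation had an NES of 1.11 (FDR 0.384), although 23 of its 36 members were lower in BAC, against the sign of its NES.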

GABAergic signaling and inhibitory synapse signatures shifted toward positive enrichment, whereas the neuroinflammation/NF-*κ*B signature shifted toward negative enrichment. Although these treatment-associated enrichments did not reach FDR significance, their directions were consistent with a partial pathway-level modulation of DNP-associated transcriptional alterations (Figure 4A). 

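Single libraries decided whether these treatment-associated enrichments passed an FDR of 0.05. GABAergic signaling had an FDR of 0.0606 without DNP replicate 3, 0.0912 without BAC replicate 2 and 0.11 without BAC replicate 3. Inhibitory synapse had an FDR of 0.251 without DNP replicate 3 and 0.227 without BAC replicate 2. The FDR of neuroinflammation/NF-kB rose above 0.05 in 4 of the 6 models that left out a library each, up to 0.652 without DNP replicate 1. Without the genes of Fig. 4E, each of these 3 sets had an FDR of 0.366. Over the 20 alternatives of each, the FDR ranged from 0.00105 to 0.366 for GABAergic signaling, from 0.000795 to 0.483 for inhibitory synapse and from 0.0247 to 0.652 for neuroinflammation/NF-kB. Under camera with a preset correlation, the adjusted p was 0.0115 for GABAergic signaling and 0.026 for inhibitory synapse (limma). No set passed 0.05 in BAC versus DNP under fry or with an estimated correlation.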

A representative GSEA curve further confirmed the significant negative enrichment of the GABAergic signaling signature in DNP versus CON, supporting suppression of GABAergic-related transcriptional programs in DNP mouse brain tissue (Figure 4B).

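The running sum of the GABAergic signaling set in DNP versus CON rose to 0.261 at rank 767 of 18458 and fell to -0.472 at rank 18173. Its first member in the ranking was Gabre, at rank 92, and its last was Gabrb2, at rank 18451. The set therefore had members near both ends of the ranking. Without DNP replicate 1 the sum rose to 0.0851 and fell to -0.679, and without DNP replicate 2 it rose to 0.357 and fell to -0.374.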

Sample-level ssGSEA analysis provided additional support for these pathway-level findings. Inhibitory synapse scores were reduced in the DNP group and showed a partial upward shift after baclofen treatment.

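Sample-level scores were computed by ssGSEA with a rank weight of 0.25 on log2 CPM after TMM normalization and divided by the range of all scores. The paper's text does not name the expression values that were scored. Inhibitory synapse scores were 0.625 ± 0.0469 in CON, 0.628 ± 0.018 in DNP and 0.649 ± 0.00377 in BAC (SD, n = 3 mice each). The difference between DNP and CON was 0.00322 (exact two-sided permutation test, p = 1), far under the SD of either group. On FPKM values in place of CPM it was -0.0164, the opposite direction, and it was also negative without CON replicate 2 (-0.0237) and without DNP replicate 1 (-0.0053). Without CON replicates 1 and 3 and DNP replicate 3 it was 0.0188, 0.0146 and 0.0126. BAC exceeded DNP by 0.0212 (exact permutation test, p = 0.2, adjusted 0.6 over 15 comparisons), and by 0.0118 without DNP replicate 3. The smallest p that 3 mice against 3 allow is 0.1.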

Conversely, neuroinflammation/NF-*κ*B scores were increased in DNP mice and decreased in the BAC group (Figure 4C). These findings suggest that DNP-like mice exhibit a central transcriptional profile involving impaired inhibitory/synaptic signaling and enhanced inflammatory pathway activity, while baclofen treatment is associated with partial normalization of selected pathway signatures.

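Neuroinflammation/NF-kB scores were -0.153 ± 0.00797 in CON, -0.139 ± 0.0116 in DNP and -0.159 ± 0.0154 in BAC (SD, n = 3 mice each). DNP exceeded CON by 0.0136 (exact two-sided permutation test, p = 0.3, adjusted 0.643), and by 0.00894 without DNP replicate 3 and 0.00899 without CON replicate 1. BAC minus DNP was -0.0197 (exact permutation test, p = 0.2), and -0.0126 without BAC replicate 3. Libraries of the groups compared overlapped in both cases. With a rank weight of 1, DNP minus CON was -0.0050, the opposite direction.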

To assess whether baclofen induced transcriptional changes opposite to the DNP-associated pattern, we generated a reversal quadrant plot comparing log2 fold changes from DNP versus CON with those from BAC versus DNP. 

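Over the 18501 tested genes, 0.652 had log2 fold changes of opposite sign in DNP versus CON and BAC versus DNP, with a correlation of -0.324 across genes, which are not independent replicates. The correlation was -0.0596 without CON replicate 2, -0.655 without DNP replicate 1 and -0.189 without BAC replicate 1. Both comparisons use the DNP libraries, with opposite sign, so that chance differences of the DNP libraries alone give opposite directions. In 100 simulations of 9 libraries without any difference between groups, the share was 0.667 on average (0.657 to 0.676). In 100 simulations in which BAC had the DNP means, it was 0.615 (0.605 to 0.623). Both simulations drew each gene on its own, so their ranges leave out differences between libraries that many genes share. Random groupings of the 9 libraries, which keep such differences, gave shares from 0.395 to 0.828. Of 100 random groupings of the 9 libraries, 61 gave a share as large. When different DNP libraries were used in the 2 comparisons, the share was 0.534 on average over the 6 ways to do so and ranged from 0.406 to 0.646. Of the genes at an unadjusted p under 0.05 in DNP versus CON, 0.860 had the opposite direction in BAC versus DNP, where the simulations without any difference gave 0.858 to 0.905, those in which BAC had the DNP means 0.719 to 0.765, and 62 of the random groupings a share as large. The simulated correlations were -0.542 to -0.455 without any difference and -0.369 to -0.291 where BAC had the DNP means, and in random groupings they were -0.848 to 0.275. This selection was chosen after no gene had passed the adjusted threshold.

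**Figure D3:**
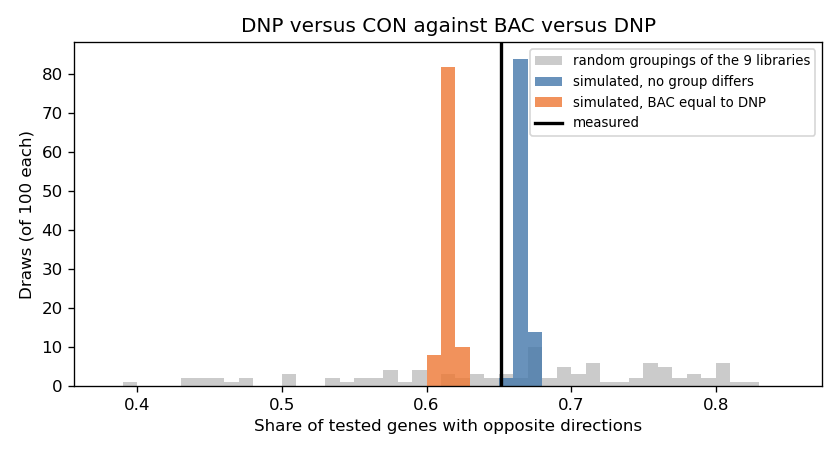
Share of tested genes with opposite directions in DNP versus CON and BAC versus DNP (horizontal axis) in random groupings of the 9 libraries (grey) and in simulations without any group difference (blue) or with BAC equal to DNP (orange), as the number of draws of 100 (vertical axis). The measured share, 0.652, is the black line, between the orange and the blue draws. The simulations drew each gene on its own, so their spread is too narrow to judge the measured share.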

A subset of transcripts was located in the opposite-direction quadrants, indicating that baclofen directionally modulated part of the DNP-associated transcriptomic alterations rather than globally restoring the entire brain transcriptome (Figure 4D). This supports a selective and partial transcriptional response to baclofen treatment.

A curated heatmap further summarized the expression patterns of representative pathway-related genes. 

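Fig. 4E shows 21 genes that the paper calls representative. The paper's text does not say how they were chosen, and if these libraries were used to choose them, their differences are not independent evidence. In DNP versus CON, 13 of the 21 had an adjusted p under 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested, with 14 at an unadjusted p under 0.05 (edgeR). Of the 7 GABAergic/inhibitory genes, 6 were lower in DNP, and 4 of these had no overlap between the groups. Gad1 had a log2 fold change of 0.10 (standard error 0.35), and of -0.42 without DNP replicate 2. The chloride transporter gene Slc12a5 (ENSMUSG00000017740, chromosome 2 of GRCm38 from 164960802 to 164999731) had 537 ± 36.5 CPM in CON and 357 ± 74 in DNP (SD, n = 3 mice each), a log2 fold change of -0.59 (standard error 0.17). Of the 2 synaptic vesicle-associated genes, Syt1 was lower and Snap25 higher in DNP, with log2 fold changes of -0.33 (standard error 0.52) and 0.22 (standard error 0.17), both with overlapping groups. That of Syt1 was -0.66 without CON replicate 2 and -0.04 without DNP replicate 1.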

Genes involved in GABAergic/inhibitory signaling and synaptic transmission, including GABA receptor subunits, chloride transporters, and synaptic vesicle-associated genes, tended to show lower expression in the DNP group. In contrast, neuroinflammation/glial-related genes showed higher expression in DNP mice. 

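All 7 neuroinflammation/glial genes of Fig. 4E, Lcn2, S100a16, Nfkbia, C1qb, Aif1, C3 and Gfap, were higher on average in DNP than in CON, and 6 of them, all but Gfap, had no overlap between the groups. S100a16 (ENSMUSG00000074457, chromosome 3 from 90537254 to 90543151) had 19.7 ± 3.51 CPM in CON and 52.3 ± 5.66 in DNP (SD, n = 3 mice each), a log2 fold change of 1.40 (standard error 0.17). Over all genes tested it passed an adjusted p of 0.05 under DESeq2 and not under edgeR. The log2 fold change of Gfap was 0.53 (standard error 0.47), and 0.05 without DNP replicate 1. C3, with 4 to 10 counts in CON and 13 to 67 in DNP, changed by 2.25, and by 0.97 without DNP replicate 1. With adjustment over the list alone, 4 of the 7 had an adjusted p under 0.05 (edgeR).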

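Between BAC and DNP mice, 17 of the 21 genes of Fig. 4E moved in the direction opposite to that in DNP versus CON, and the shared DNP libraries favour opposite directions. When adjusted over the list alone, 5 genes had an adjusted p under 0.05 (edgeR), and none did when adjusted over all genes tested, with 8 at an unadjusted p under 0.05. Of the GABAergic/inhibitory genes, 5 of 7 were higher in BAC, and Gabrb2 reached 103 ± 20.5 CPM (SD, n = 3 mice), a log2 fold change of 0.82 (standard error 0.24). Gabbr2 stayed at 253 ± 12.8, a log2 fold change of -0.01, whose sign changed under DESeq2 (0.0044). Of the neuroinflammation/glial genes, 5 of 7 were lower in BAC, among them S100a16 with a log2 fold change of -0.67 (standard error 0.16), and C3 (5 to 114 counts in BAC) and Gfap rose further, by 1.20 and 0.84 on the log2 scale. Both were highest in DNP replicate 1 and BAC replicates 1 and 3, the 3 libraries with brainstem and spinal cord markers, and the change of C3 was 0.66 without BAC replicate 1 and 2.48 without DNP replicate 1, and that of Gfap 1.32 without DNP replicate 1. The 5 baclofen-responsive genes, Mpzl2, Slc47a1, Gpc6, Itpr1 and Lrrc4b, were lower in DNP than in CON and higher in BAC than in DNP. Mpzl2, with at most 3 counts in a DNP library, was at least 5.56-fold lower in DNP than in CON and at least 12.9-fold higher in BAC than in DNP. Itpr1 changed by -2.04 and then 1.11 on the log2 scale, and its highest values in CON and in BAC were in CON replicate 2 and BAC replicate 1, which also had the highest cerebellar scores of their groups. Without BAC replicate 1 the second change was 0.62. Lrrc4b changed by -1.89 and then 1.09, and the rise rested on BAC replicate 2 (276 CPM, against 60.7 and 71.1 in the other BAC libraries), as it was 0.05 without it. Mpzl2 and Slc47a1 passed an adjusted p of 0.05 over all genes in both comparisons under DESeq2 and in neither under edgeR. The mean log2 deviation of meninges markers moved the same way, by -0.852 in DNP versus CON and 1.01 in BAC versus DNP. Each had an exact permutation p of 0.1, the smallest that 3 mice against 3 allow. Whether the 5 genes follow the share of meninges in the libraries was not tested.

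**Figure D4:**
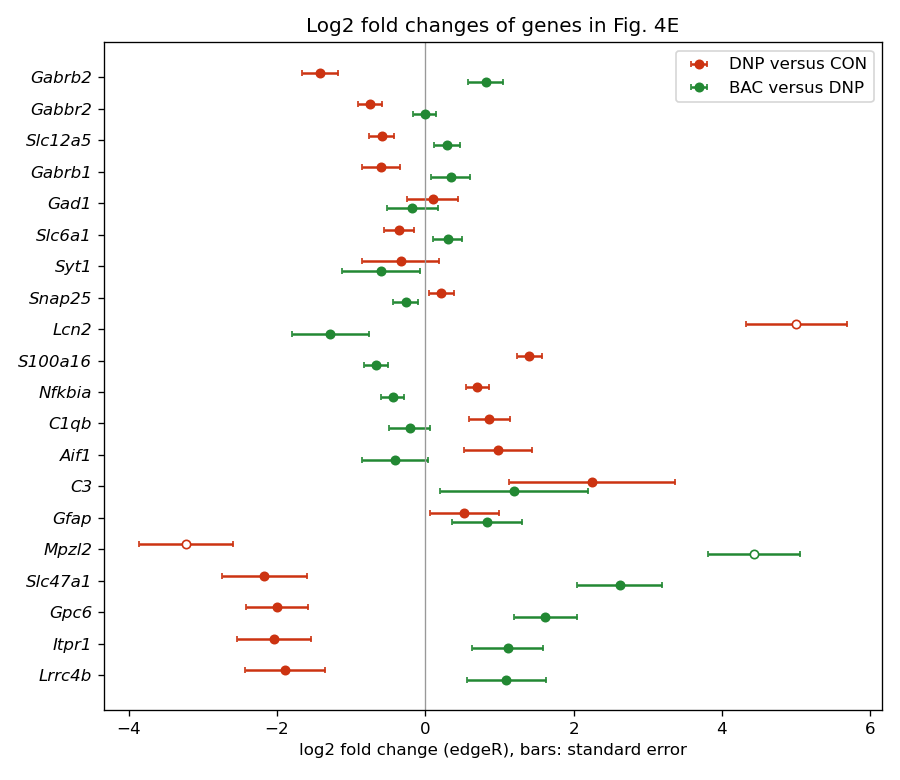
Log2 fold changes (edgeR) of genes of Fig. 4E in DNP versus CON (red) and BAC versus DNP (green), with standard errors as bars. Open points mark genes with at most 3 counts in each library of a group, whose fitted value depends on the prior count and is no measured fold. Gabrb2 lies at -1.42 and 0.82.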

Baclofen-treated mice displayed partial shifts toward the CON pattern in selected inhibitory/synaptic, inflammatory, and baclofen-responsive genes (Figure 4E). Together, these whole-brain RNA-seq findings indicate that DNP-like mice exhibit inhibitory/synaptic transcriptional suppression and neuroinflammatory activation, and that baclofen partially and directionally modulates a subset of these DNP-associated brain transcriptional changes.

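Of the 5 sets, inhibitory synapse, synaptic transmission, neuroinflammation/NF-kB and glial activation passed an FDR of 0.05 in DNP versus CON under the ranking of the paper, and GABAergic signaling did not. In BAC versus CON, inhibitory synapse (NES -1.61, FDR 0.0189), synaptic transmission (NES -2.13, FDR 1.03e-05) and glial activation (NES 2.14, FDR 1.97e-05) passed it. GABAergic signaling (NES 1.39, FDR 0.102) and neuroinflammation/NF-kB (NES 1.32, FDR 0.102) did not. From the enrichments in DNP versus CON (Fig. 4A, Fig. 4B) and the sample-level scores (Fig. 4C), the paper reasons that inhibitory and synaptic programs are reduced and inflammatory programs raised in the brains of DNP mice. From the opposite directions of the sets, of part of the transcripts (Fig. 4D) and of selected genes (Fig. 4E) in BAC versus DNP, it concludes that baclofen modulates some of these changes in part.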

### 3.5 Structural basis for target selectivity

Molecular docking analysis was performed to evaluate the predicted interaction between baclofen and GABA receptors. Baclofen showed a slightly more favorable predicted binding energy with the GABA_B_ receptor (−4.414 kcal/mol) than with the GABA_A_ receptor (−4.027 kcal/mol). The predicted binding energies and key residue interactions are summarized in Table 1. Structural analysis suggested that baclofen could be accommodated within the GABA_B_ Venus Flytrap domain through polar and hydrophobic interactions, including a predicted salt bridge with ARG A:162 and a hydrogen bond with GLU A:138. In comparison, the predicted GABA_A_ binding pose involved a different interaction pattern, including hydrogen bonds with LEU 76B, PHE 78B, and ASN 89A, as well as a predicted salt bridge with ARG 105A. These docking results are consistent with the known pharmacological preference of baclofen for GABA_B_ receptors and provide structural support for target plausibility (Figure 5). However, docking analysis alone cannot establish receptor activation, binding kinetics, or downstream transcriptional effects.

**TABLE 1:** Molecular docking analysis of the predicted binding affinity and key residue interactions between baclofen and GABA receptors.

Target	PDB ID	Binding energy (kcal/mol)	Key polar interactions (residue, length A˚)	Hydrophobic & other interactions (residue, length A˚)
GABA_A_ GABA_B_	6CDU 4MQE	−4.027 −4.414	LEU 76B (H-bond, 1.81) PHE 78B (H-bond, 1.95) ASN 89A (H-bond, 2.62) ARG 105A (salt bridge, 5.33) GLU A:138 (H-bond, 1.75) ARG A:162 (salt bridge, 4.50)	PHE 78B (hydrophobic, 3.74) THR 87B (hydrophobic, 3.63) PHE 106B (hydrophobic, 3.90) PRO A:105 (hydrophobic, 3.98) ILE B:141 (hydrophobic, 3.65) TYR B:169 (halogen bond, 3.29)

**FIGURE 5:**
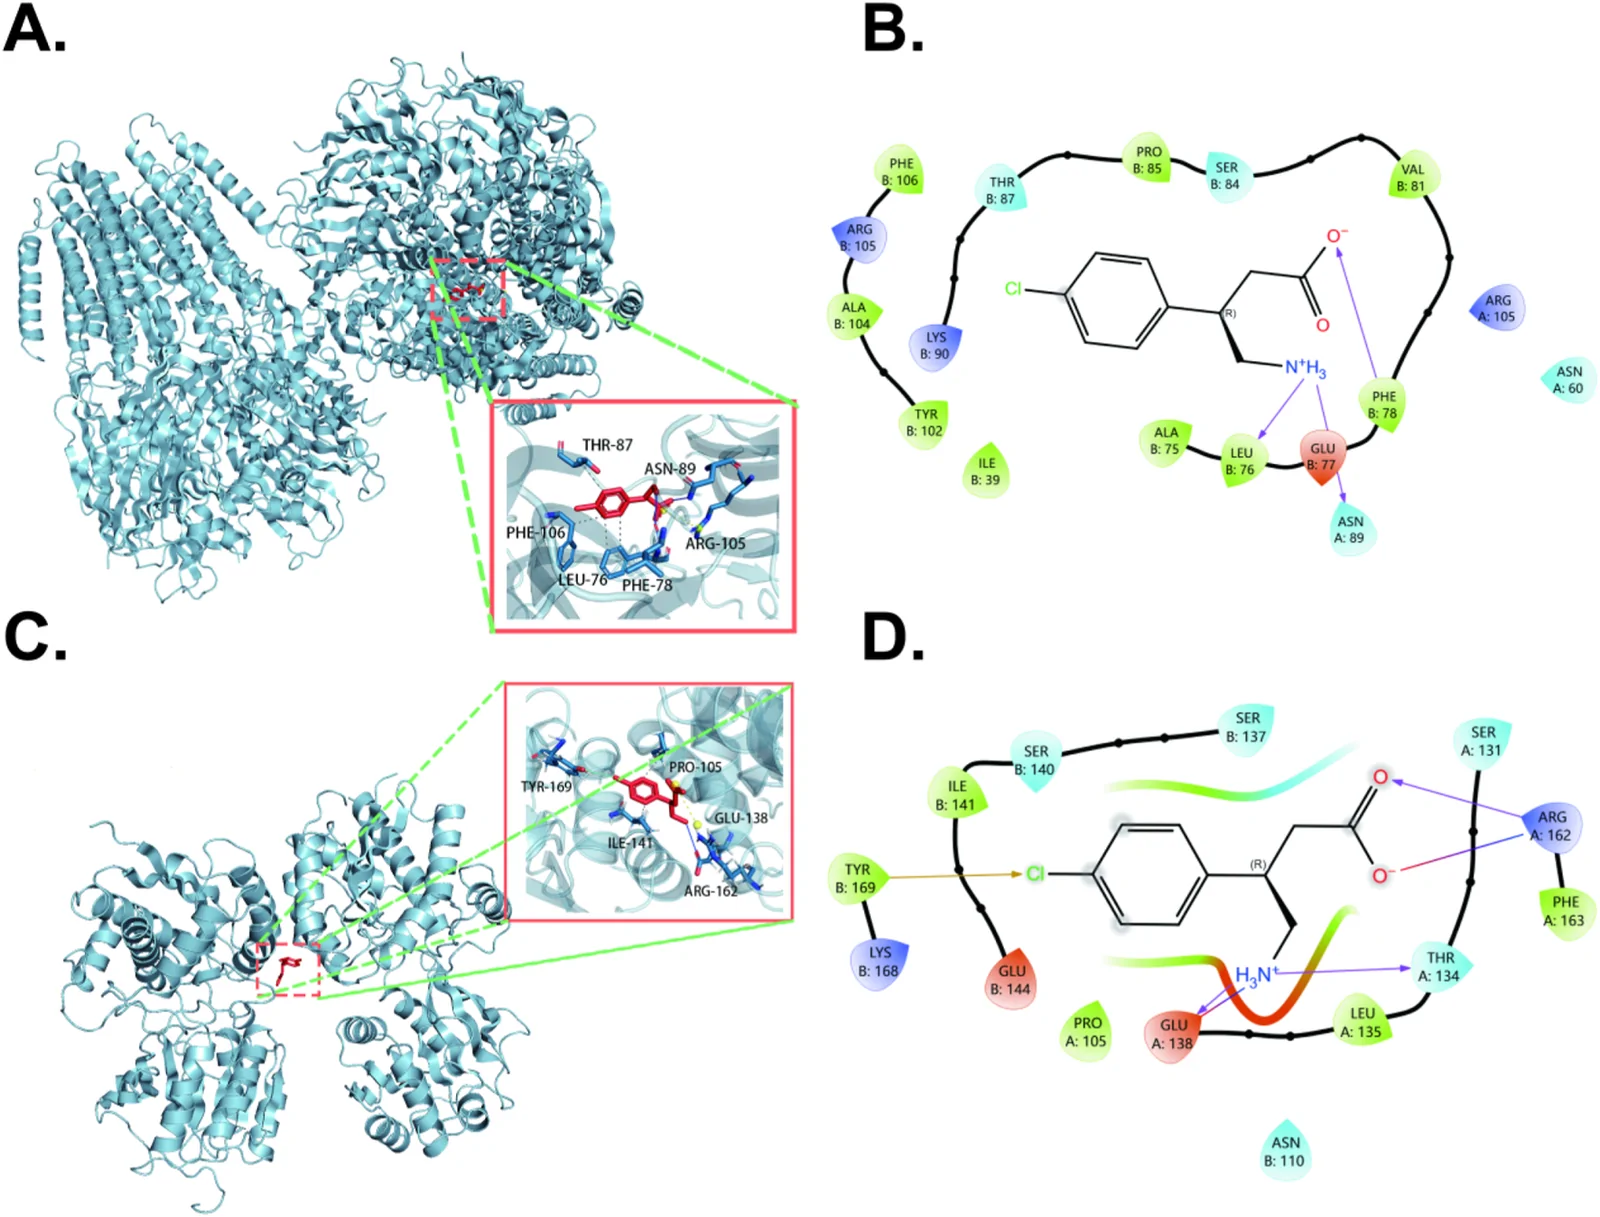
Molecular docking analysis and predicted binding conformations of baclofen with GABA_A_ and GABA_B_ receptors. **(A)** Three-dimensional binding conformation of baclofen docked into the GABA_A_ receptor complex (PDB ID: 6CDU). **(B)** Two-dimensional schematic representation of the predicted binding site of baclofen within the GABA_A_ receptor. **(C)** Three-dimensional binding conformation of baclofen docked into the GABA_B_ receptor complex (PDB ID: 4MQE). **(D)** Two-dimensional schematic representation of the predicted binding site of baclofen within the GABA_B_ receptor.

## 4 Discussion

The present study integrated human peripheral blood transcriptomic reanalysis, mouse behavioral assessment, whole-brain RNA-seq, RT-qPCR, and molecular docking to investigate inhibitory/synaptic and neuroinflammatory mechanisms associated with diabetic neuropathic pain (DNP) and baclofen treatment. The major findings are as follows. First, peripheral blood transcriptomic reanalysis ofthe DPN/DNP-related human dataset revealed enhanced immune-inflammatory activation and reduced synaptic/GABAergic-related pathway activity. Second, exploratory whole-brain RNA-seq in DNP mice showed suppression of GABAergic/inhibitory and synaptic signatures, accompanied by activation of neuroinflammation/NF- *κ*B and glial-related pathways. Third, systemic baclofen treatment significantly alleviated mechanical allodynia and thermal hyperalgesia, partially improved neuromuscular performance, and did not impair motor coordination under the present dosing regimen. Fourth, baclofen was associated with partial and directional modulation of DNP-related brain transcriptional alterations, including a shift toward restoration of inhibitory/synaptic signatures and attenuation of neuroinflammatory pathway activity. Finally, baclofen increased brain *Gabra1* mRNA expression and showed preferential predicted binding to the GABA_B_ receptor in molecular docking analysis. Together, these findings support a multi-level model in which DNP involves both inflammatory activation and impaired inhibitory/synaptic transcriptional programs, while baclofen may exert therapeutic effects through GABA_B_ receptor engagement and partial modulation of these disease-associated molecular alterations.

DNP remains a clinically challenging complication of diabetes. Recent epidemiological and clinical studies have emphasized the increasing global burden of diabetes and diabetic peripheral neuropathy, as well as the substantial impact of painful neuropathy on function, quality of life, and healthcare utilization (Sun et al., 2022; Feldman et al., 2019; Elafros et al., 2022; Savelieff et al., 2025). Current pharmacological management of painful DPN remains largely symptomatic. Therapeutic reviews and the OPTION-DM trial indicate that commonly used agents, including amitriptyline, duloxetine, pregabalin, and gabapentin, provide clinically meaningful relief only in a subset of patients, and many patients require sequential or combination treatment (Mallick-Searle and Adler, 2024; Tesfaye et al., 2022). These limitations highlight the need to better define disease-associated molecular programs and identify mechanism-based therapeutic strategies. In this context, our study focused on two convergent pathological dimensions of DNP: impaired inhibitory/synaptic signaling and immune-inflammatory activation.

The human peripheral blood analysis revealed a reciprocal transcriptomic pattern characterized by increased immune-inflammatory signatures and reduced synaptic/GABAergic-related pathway activity in the DPN/DNP-related human dataset. These findings are consistent with the broader concept that systemic inflammation contributes to diabetic neuropathy and neuropathic pain (Feldman et al., 2019; Elafros et al., 2022). However, because the human dataset was derived from peripheral blood, these results should not be interpreted as direct evidence of central nervous system disinhibition. Rather, they suggest that DNP is accompanied by accessible systemic transcriptomic correlates involving immune activation and reduced inhibitory/synaptic-related signatures. This interpretation is supported by evidence that GABA is not restricted to neuronal signaling; human peripheral blood mononuclear cells and CD4^+^ T cells express GABA-related signaling components, and GABA can suppress inflammatory cytokine release from these immune cells (Bhandage et al., 2018). Therefore, the reduced GABAergic-related signatures observed in peripheral blood may reflect systemic impairment of immune-inhibitory regulatory programs rather than simply mirroring central neuronal deficits.

This peripheral blood result also shows conceptual overlap with tissue-level transcriptomic studies in human diabetic neuropathy. Hall et al. analyzed human dorsal root ganglion sensory neurons from individuals with painful diabetic neuropathy and reported inflammation-associated transcriptional activation together with reduced neuronal-related gene expression (Hall et al., 2022). Although their study examined disease-relevant sensory neurons whereas our human analysis focused on peripheral blood, both lines of evidence point toward a DNP-associated molecular pattern involving inflammatory activation and attenuation of neuronal or synaptic programs. The distinction is important: dorsal root ganglion tissue provides more direct mechanistic insight into sensory neuron pathology, whereas peripheral blood provides a clinically accessible systemic readout. Thus, our peripheral blood findings should be viewed as complementary to, rather than a substitute for, nervous-system tissue transcriptomics.

To further address whether central transcriptional alterations occur in DNP, we performed exploratory whole-brain RNA-seq in control, DNP, and baclofen-treated DNP mice. DNP mice showed significant negative enrichment of GABAergic signaling and inhibitory synapse signatures, together with positive enrichment of neuroinflammation/NF-*κ*B and glial activation-related signatures. These results align with previous work implicating impaired inhibitory regulation in neuropathic pain. Li et al. summarized the etiological contribution of GABAergic plasticity to neuropathic pain (Li et al., 2019), while Marshall et al. demonstrated spinal disinhibition in both experimental and clinical painful diabetic neuropathy (Marshall et al., 2017). Lee-Kubli et al. further proposed as a biomarker of spinal disinhibition in painful diabetic neuropathy (Lee-Kubli et al., 2018). Compared with these electrophysiological and biomarker-focused studies, our findings add a transcriptomic layer, showing that inhibitory/synaptic pathway suppression is also detectable at the whole-brain transcriptional level in DNP-like mice.

Recent circuit-level studies have further refined the central mechanisms of DNP. Chen et al. reported distinct roles of astrocytes and GABAergic neurons in the paraventricular thalamic nucleus in modulating diabetic neuropathic pain (Chen et al., 2025). Their work provides region- and cell-type-specific evidence that supraspinal glial and GABAergic neuronal circuits participate in DNP pathogenesis. Our whole-brain RNA-seq offers a broader but less spatially resolved view of central transcriptional changes. These two approaches are complementary: circuit-level studies identify specific neural substrates, whereas whole-brain transcriptomics can reveal coordinated pathway-level alterations across the brain. The consistency between their circuit-level findings and our pathway-level results supports the idea that both glial activation and GABAergic dysfunction contribute to DNP. Nevertheless, our whole-brain design cannot determine which brain regions or cell populations contributed most strongly to the observed transcriptional signatures.

Neuroinflammation emerged as another prominent feature of our analysis. In the mouse brain RNA-seq data, neuroinflammation/NF-*κ*B and glial activation-related signatures were positively enriched in DNP mice. This is consistent with prior evidence implicating Toll-like receptor signaling, NF-*κ*B activation, glial inflammatory cascades, and microglial reactivity in DNP (Liu et al., 2018; Wang et al., 2024). Recent work has emphasized that microglia may promote and maintain diabetic neuropathic pain through inflammatory mediator release, receptor-mediated activation, and modulation of neuronal excitability (Wang et al., 2024). In our study, the neuroinflammation/NF-*κ*B signature was increased in DNP mouse brain and shifted downward after baclofen treatment, suggesting that inflammatory pathway modulation may contribute to baclofen-associated analgesic effects. Thus, our results support a model in which inflammatory activation and inhibitory/synaptic suppression coexist and may interact to promote central sensitization and persistent pain.

Baclofen significantly alleviated mechanical allodynia and thermal hyperalgesia in DNP mice. These results are consistent with previous preclinical studies showing that GABA_B_ receptor activation can reduce diabetic neuropathic pain. Liu et al. reported that intrathecal baclofen inhibited p-CREB and NR2B expression in the spinal dorsal horn of DNP rats (Liu et al., 2014), and another study demonstrated that GABA_B_ receptor activation suppressed TLR4/MyD88/NF-*κ*B signaling in the spinal dorsal horn (Liu et al., 2018). Our study differs from these prior spinal cord-focused studies in three ways. First, we used systemic baclofen administration rather than intrathecal delivery. Second, we assessed pain behavior together with neuromuscular function and motor coordination. Third, we incorporated whole-brain RNA-seq to examine treatment-associated transcriptional modulation. Therefore, our data extend previous findings by suggesting that baclofen may be associated with broader central transcriptional changes involving both inhibitory/synaptic and inflammatory pathways.

A key consideration in interpreting baclofen’s behavioral effects is the possibility of nonspecific motor suppression. GABA_B_ receptor agonists can produce sedation, muscle relaxation, or motor deficits at excessive doses, which may confound pain behavioral readouts. GABA_B_ receptors are metabotropic receptors that regulate neuronal excitability through presynaptic and postsynaptic mechanisms, and their pharmacological activation requires careful behavioral interpretation (Bettler and Tiao, 2006). In our study, baclofen improved pain thresholds and partially restored grip strength without reducing rotarod performance, suggesting that the observed analgesic effects were unlikely to be caused by nonspecific motor impairment. The partial improvement in grip strength may reflect reduced pain burden and improved functional performance, although direct effects on neuromuscular physiology cannot be excluded.

At the transcriptomic level, baclofen did not globally normalize the DNP brain transcriptome. Instead, it partially and directionally modulated selected DNP-associated pathways. In the BAC versus DNP comparison, GABAergic signaling and inhibitory synapse signatures shifted toward positive enrichment, while neuroinflammation/NF-*κ*B shifted downward. The reversal quadrant analysis further showed that a subset of DNP-regulated genes changed in the opposite direction after baclofen treatment. This pattern is biologically important because it supports selective transcriptional modulation rather than complete disease reversal. Therefore, baclofen should not be described as globally restoring the DNP transcriptome. A more appropriate interpretation is that baclofen partially counteracts selected inhibitory/synaptic and inflammatory transcriptional abnormalities associated with DNP.

The qPCR result showing increased *Gabra1* expression after baclofen treatment provides additional support for baclofen-associated modulation of inhibitory signaling. *Gabra1* encodes the *α*1 subunit of the GABA_A_ receptor and contributes to fast inhibitory neurotransmission. Reduced *Gabra1* expression in DNP mice is consistent with impaired inhibitory tone, whereas its increase after baclofen treatment suggests that GABA_B_ receptor activation may be associated with downstream transcriptional changes involving GABA_A_ receptor-related components. However, this result should be interpreted cautiously. The present data do not prove direct receptor cross-talk between GABA_B_ activation and GABA_A_ receptor upregulation. Instead, *Gabra1* restoration should be viewed as a molecular correlate of improved inhibitory pathway status. Protein-level validation, receptor localization, electrophysiological recordings, and pharmacological blockade experiments will be required to determine whether increased *Gabra1* mRNA translates into enhanced functional GABA_A_ receptor-mediated inhibition.

The potential interaction between baclofen and inflammatory signaling is also supported by studies outside DNP. Crowley et al. reported that baclofen modulates *TLR3/TLR4* inflammatory signaling in glial and immune cells, suggesting that GABA_B_ receptor activation may influence innate immune responses (Crowley et al., 2015). Bhandage et al. further showed that GABA suppresses cytokine release from human PBMCs and CD4^+^ T cells (Bhandage et al., 2018). These findings provide a mechanistic context for our observation that baclofen-treated DNP mice showed a downward shift in neuroinflammation/NF-*κ*B-related pathway activity. Although our data do not establish a direct causal link between baclofen and immune-cell signaling in the brain, they suggest that modulation of inflammatory transcriptional programs may contribute to the therapeutic effects of GABA_B_ receptor activation.

Molecular docking analysis provided structural support for the preferential interaction of baclofen with the GABA_B_ receptor. Baclofen showed a more favorable predicted binding energy with GABA_B_ than with GABA_A_ and formed key interactions within the GABA_B_ Venus Flytrap domain, including a predicted salt bridge with Arg162. These findings are consistent with the known pharmacological profile of baclofen as a selective GABA_B_ receptor agonist (Bettler and Tiao, 2006). In addition, Hleihil et al. reported that sustained baclofen-induced activation of GABA_B_ receptors after cerebral ischemia restored receptor expression and function and limited neuronal loss (Hleihil et al., 2021). Although this study was performed in a cerebral ischemia model rather than DNP, it supports the broader concept that GABA_B_ receptor activation may influence receptor expression and neuronal function under pathological conditions. Nevertheless, docking results should be interpreted as supportive rather than definitive evidence. Docking predicts possible binding poses and relative interaction energies, but it does not measure receptor activation, binding kinetics, or downstream signaling. Therefore, the docking analysis complements the behavioral, transcriptomic, and qPCR results by supporting target plausibility, but it cannot independently establish the mechanism of baclofen’s analgesic effect.

### 4.1 Limitations and future perspectives

Several limitations should be acknowledged. First, the human transcriptomic analysis was based on peripheral blood, which provides accessible systemic information but cannot directly demonstrate central nervous system mechanisms. In addition, the human GSE95849 dataset was originally annotated as diabetic peripheral neuropathy rather than strictly painful DNP; therefore, the human peripheral blood analysis should be interpreted as DPN/DNP-related supportive evidence rather than direct transcriptomic evidence from clinically confirmed painful DNP patients. Although the mouse whole-brain RNA-seq analysis provided central tissue-level support, it did not resolve region-specific or cell-type-specific changes. Future studies using spinal dorsal horn, dorsal root ganglia, thalamic nuclei, somatosensory cortex, or limbic pain-processing regions would help define the anatomical sources of the observed transcriptional alterations. Single-nucleus RNA-seq, spatial transcriptomics, or cell-type-specific validation may further clarify the contributions of neurons, astrocytes, microglia, and other cell populations.

Second, the RNA-seq analysis included a limited number of biological replicates and should be considered exploratory. Third, although baclofen increased brain *Gabra1* mRNA expression, protein-level and functional validation remain necessary. Western blotting, immunofluorescence, receptor localization analysis, and electrophysiological recordings would be useful to determine whether *Gabra1* transcriptional restoration translates into enhanced GABA_A_ receptor-mediated inhibition. Fourth, only male mice and a short treatment window were examined; future studies should evaluate sex-specific responses, dose-response relationships, long-term efficacy, and potential tolerance. Finally, molecular docking provides predictive structural evidence but cannot replace experimental binding or receptor-activation assays.

## 5 Conclusion

This study demonstrates that DNP is associated with convergent peripheral and central transcriptomic alterations involving enhanced immune-inflammatory activation and reduced inhibitory/synaptic pathway activity. Human peripheral blood transcriptomic reanalysis revealed systemic inflammatory activation and reduced synaptic/GABAergic-related signatures, while mouse whole-brain RNA-seq further supported central suppression of GABAergic/inhibitory pathways and activation of neuroinflammation-related programs. Baclofen significantly alleviated mechanical and thermal hypersensitivity and was associated with partial, directional modulation of DNP-related brain transcriptional changes. Together with increased brain *Gabra1* expression and preferential predicted binding to the GABA_B_ receptor, these findings suggest that baclofen may attenuate DNP by engaging GABA_B_ receptor signaling and partially rebalancing inhibitory/synaptic and inflammatory transcriptional programs.

## Data Availability

The human peripheral blood transcriptomic data analyzed in this study are publicly available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE95849. The mouse whole-brain RNA-sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE343056.

How the deposited data were processed for this re-analysis (not part of the article)

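Whole-brain RNA of 3 CON, 3 DNP and 3 BAC mice was sequenced as non-strand-specific paired-end libraries, and conditions were taken from the sample labels. The authors checked the reads with FastQC, filtered them with fastp, aligned them with HISAT2 to GRCm38 and quantified genes with StringTie. The deposited tables hold raw counts per gene and FPKM. The methods name TMM normalization, which the FPKM values do not carry, as each equals the count divided by a length and the library total. How reads that map to several genes were counted is not stated in the paper's text. The filtering and alignment are included in the tables and cannot be repeated from them.

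Counts were analysed in R 4.3.3. Genes were kept by filterByExpr of edgeR 4.0.16 with its default minimum count of 10, which left 18501 of 53465 genes. The 9 libraries were fitted together with group as the factor by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Of the tested identifiers, 18454 had coordinates in the GRCm38 annotation, and 97 symbols occur more than once in the table. Rankings for enrichment came from DESeq2 1.42.0 (Wald test, no shrinkage), as in the paper, and enrichment from fgsea 1.28.0 with an exponent of 1 and adjustment over the 5 sets within each comparison. The camera and fry tests were those of limma 3.58.1. ssGSEA scores used a rank weight of 0.25 and exact permutation tests. Folds against a group with at most 3 counts in each library are given as lower bounds against 3 counts. Totals of 13107382 to 16008129 counts per library, with a biological coefficient of variation of 36.5%, set the precision, and differences between mice exceed counting error: the chi-square per degree of freedom between libraries of the same group was 15.8 to 122.6.

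The comparisons were DNP versus CON, BAC versus DNP and BAC versus CON. Before the data were examined, the members of the 5 sets, the lists of marker genes, the tests, the alternatives and the genes to be named were written down. The genes named are those of Fig. 4E, the 5 genes with the largest rise and the 5 with the largest fall among genes past the adjusted threshold with a mean of at least 1 CPM and no overlap between groups in each of DNP versus CON and BAC versus DNP (no gene passed), and the 3 leading-edge genes of each set with the smallest p in edgeR in DNP versus CON. Genes of the marker lists and symbols of the blood study could be named as observations. A gene that this rule names is not reported here. Gabre, Gabra6 and other genes of the library checks were named after their values were seen. Alternatives covered DESeq2, other normalizations and filters, limma on log2 FPKM with a pseudocount of 1 or 0.1, other rankings and running sums, core or changed set members, a replicate block and each library left out in turn. The marker lists comprise 24 lists with 234 genes. Scores of the cerebellum and brainstem lists as covariates, and rankings adjusted for gene length and GC content (a spline with 5 degrees of freedom), were added after the data were seen. The scores were also counted over other splits of the same 6 libraries, of which there are 10.

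The pipeline was tested on simulated data with the fitted dispersion, in which log2 changes of 2 in size were placed in 200 of 18501 genes. Of these, 65% were recovered by edgeR (10 false calls) and 80% by DESeq2 (59 false calls). Simulated counts also gave the reversal share with no group difference and with no effect of baclofen. The human blood data, the behavioural tests, the qPCR and the docking were not analysed here.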

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

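The paper does not report on lists of markers of brain regions, erythrocytes, oligodendrocytes or the pituitary in these libraries. Each score is the mean log2 deviation of a list's tested genes from the mean of the 9 libraries, and the 6 lists given here had a DNP or BAC library above the highest CON library by more than 1. The tests of brain-region shares, group effect, library size and label exchange on the cerebellum and brainstem lists, the test of residual blood and the restriction of list medians to genes above 3 counts in a CON library were chosen only after the result was seen. Scores of libraries with counts near 0 depend on the prior count added. The studied tissue expresses the brain lists by its nature, and none of the 6 lists shares a gene with Fig. 4E. Of the lists whose scores served as covariates, 2 of the 9 brainstem genes and 1 of the 10 cerebellum genes are members of the 5 sets. No sequencing batch is named in the labels or the paper.

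Brainstem and spinal cord markers were 5.83 higher in BAC replicate 3 than in the highest CON library. The score was high in DNP replicate 1 (3.73), BAC replicate 1 (3.58) and BAC replicate 3 (4.26) and between -1.57 and -2.16 in the other libraries. Hoxb5, a gene of the caudal hindbrain and spinal cord, had counts of 232, 747 and 1000 in these 3 libraries and at most 2 elsewhere. Against an effect of diabetes or baclofen as the whole cause, the score ranged over 5.89 within the DNP group, with the labels as given. Against library size, the largest total was 1.22 times the smallest, while the markers ranged 85.9-fold and those of the cerebellum 238-fold. A candidate explanation is that the libraries hold different shares of hindbrain and forebrain tissue. The mean of the cerebellum and brainstem scores fell as the mean of the striatum and the cortex and hippocampus scores rose, with r = -0.951 (exact permutation test over all pairings, p = 0.00097, n = 9) and rho = -0.85 (exact permutation test, p = 0.0061, n = 9). Without the 2 libraries farthest from the median, r was -0.915 (n = 7). Against an exchange of labels as the cause of these differences, the cerebellum score ranged over 7.89 whatever the labels of the 9 libraries, and over 5.8 within CON. Which groups hold the libraries high in brainstem markers does depend on the labels. Of the exchanges of 2 labels between groups, that of DNP replicate 1 and BAC replicate 2 would put these 3 libraries in 1 group and leave a brainstem range of at most 0.683 within groups. An exchange would change only the groups that hold these libraries, and not the marker counts themselves. Whether labels were exchanged cannot be told, since the conditions are known from the labels alone.

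Hypothalamus markers were 2.12 higher in BAC replicate 1 than in the highest CON library. Of the 8 genes listed 5 were tested, and each of the 6 diabetic libraries (DNP and BAC) scored from 0.0257 to 1.27, above the CON libraries (-2.36 to -0.852; exact permutation test of DNP against CON, p = 0.1, the smallest this design allows). Avp, the gene of vasopressin, had at most 17 counts in CON, 15 to 35 in DNP and 20 to 166 in BAC, and Agrp was not higher (log2 fold change in DNP versus CON of -0.85). The median log2 fold change between diabetic and CON libraries was 2.45, also with the 1 gene at or under 3 counts in each CON library, Gal, at its bound. With the cerebellum and brainstem scores as covariates it was 1.8 over the 5 genes. Without Gal it was 2.05, and 0.942 with the covariates. Different shares of brain regions may account for part of it, and an effect of diabetes cannot be told apart from them, since the covariates removed part of the change and left part, and how much they left depends on a gene near the floor. A different share of the hypothalamus itself was not tested.

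Erythrocyte transcripts were 1.68 higher in BAC replicate 3 than in the highest CON library, and each diabetic library (0.0959 to 0.882) was above each CON library (-0.945 to -0.794). The globin genes Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2 had log2 fold changes of 1.80, 1.55, 1.38 and 1.52 in DNP versus CON. With the cerebellum and brainstem scores as covariates, the median of the list was 1.1 (1.49 without), which argues against shares of cerebellum and brainstem as the whole cause. Residual blood may contribute, as 5 of the 6 genes were higher in every diabetic than in every CON library, Slc4a1 being the exception (-0.42 in DNP versus CON). Residual blood and a rise of globin transcripts in diabetic brain or blood cells cannot be told apart here, since the same genes measure both.

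Oligodendrocyte markers were 1.42 higher in BAC replicate 3 than in the highest CON library. They were higher on average in the diabetic libraries, but BAC replicate 2 (-0.605) lay under CON replicate 1 (-0.487). The median log2 fold change of the 10 genes was 1.21, and 0.596 with the cerebellum and brainstem scores as covariates. Region shares may account for part of it, and an effect of diabetes on myelin genes cannot be told apart from them, since the covariates removed part of the change and left part.

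Olfactory bulb markers were 3.55 higher in DNP replicate 2, and pituitary markers 1.92 higher in DNP replicate 1, than in the highest CON library. The olfactory bulb score was also above that library (-0.262) in BAC replicates 2 (1.61) and 3 (-0.00396), and the pituitary score (0.311) in BAC replicate 1 (1.49). Of the 8 tested genes of both lists, 7 were highest in the library where their list was highest (5 of 5 and 2 of 3), which decides nothing, since that library was chosen by the same genes. Tissue from the olfactory bulb or the pituitary in single libraries and other causes cannot be told apart, since the tested genes are few, 3 for the pituitary, and no biological explanation was tested.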

How the results depend on the processing

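The covariate and the length and GC settings were chosen after seeing the data. The depth of 13107382 to 16008129 counts left 11 genes of the neuroinflammation/NF-kB list, Tnf, Il1b and Il6 among them, too low to test.

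No gene passed an adjusted p of 0.05 in edgeR under the other normalizations and filters, the 2 limma settings, the downsampled counts or the region covariates. DESeq2 called 342 genes in DNP versus CON, 7 in BAC versus DNP and 100 in BAC versus CON, and on simulated counts it made 59 false calls where edgeR made 10. Leaving out a library each gave 0 to 1 genes in DNP versus CON, 0 in BAC versus DNP and 0 to 1 in BAC versus CON, the 1 gene in both cases without CON replicate 2. At an unadjusted p under 0.05 there were 2067, 438 and 1436 genes. Of the 10 splits of the 6 libraries, 1, 4 and 3 gave as many genes as the real groups, the real ones included.

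For enrichment, each result had 20 alternatives. In DNP versus CON, inhibitory synapse kept its direction in all 20 and its side of an FDR of 0.05 in 17, synaptic transmission in 18, neuroinflammation/NF-kB in 16 and glial activation in 18, with FDR ranges of 1.24e-07 to 0.14, 4.52e-10 to 0.175, 1.02e-05 to 0.171 and 1.63e-06 to 0.113. GABAergic signaling kept its direction in 19 and its side in 16. For BAC versus DNP, GABAergic signaling kept its side in 12 (FDR 0.00105 to 0.366), inhibitory synapse in 11 (0.000795 to 0.483) and neuroinflammation/NF-kB in 8 (0.0247 to 0.652), and these 3 kept their direction in all. Glial activation (0.106 to 0.892) changed direction in 5 and synaptic transmission (0.0111 to 0.892) in 3.

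With an unweighted running sum, NES values were 1.33 for neuroinflammation/NF-kB in DNP versus CON (not past 0.05), and in BAC versus DNP 1.65 for inhibitory synapse and -1.24 for neuroinflammation/NF-kB (neither past 0.05) and -1.03 for glial activation, reversed. With core members alone, GABAergic signaling in DNP versus CON passed 0.05 (NES -1.75, FDR 0.00571) and neuroinflammation/NF-kB did not (1.55), nor did GABAergic signaling (1.63), inhibitory synapse (1.61) and neuroinflammation/NF-kB (-1.50) in BAC versus DNP. Without the genes of Fig. 4E, GABAergic signaling in DNP versus CON was reversed (1.48), inhibitory synapse (-1.44) and neuroinflammation/NF-kB (1.26) no longer passed 0.05, and in BAC versus DNP neither did GABAergic signaling (1.41), inhibitory synapse (1.24) or neuroinflammation/NF-kB (-1.18). The removal of these members is the alternative's own construction. With the Fig. 4E genes added, glial activation in BAC versus DNP was reversed (-1.03). The cause was not tested for the other changes in this paragraph.

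With the cerebellum and brainstem scores as covariates, GABAergic signaling in DNP versus CON passed 0.05 (-1.73, FDR 0.00197) and glial activation did not (1.32), inhibitory synapse (1.12) and neuroinflammation/NF-kB (-1.35) in BAC versus DNP did not, and synaptic transmission was reversed (1.35). With rankings adjusted for length and GC content, GABAergic signaling (1.57), inhibitory synapse (1.36) and neuroinflammation/NF-kB (-1.58) in BAC versus DNP no longer passed 0.05.

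With camera and an estimated correlation, the adjusted p in DNP versus CON was 0.14 for inhibitory synapse and synaptic transmission and 0.0944 for neuroinflammation/NF-kB and glial activation, and with fry 0.111 for inhibitory synapse and 0.175 for synaptic transmission. For BAC versus DNP it was 0.116 for neuroinflammation/NF-kB with a preset correlation, 0.194 for GABAergic signaling and neuroinflammation/NF-kB and 0.309 for inhibitory synapse with an estimated one, and 0.187, 0.187 and 0.483 with fry. Glial activation in BAC versus DNP was reversed in all 3 (0.465, 0.682 and 0.617). The cause was not tested.

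Over the 6 models that each left out a library, NES values in DNP versus CON ranged from -1.77 to -1.06 for GABAergic signaling (past 0.05 without CON replicate 2, -1.53, or DNP replicate 1), -2.12 to -1.63 for inhibitory synapse, -2.27 to -1.66 for synaptic transmission, 1.59 to 1.82 for neuroinflammation/NF-kB and 1.71 to 2.12 for glial activation. In BAC versus DNP they ranged from 1.45 to 2.00 for GABAergic signaling (not past 0.05 without DNP replicate 3 or BAC replicates 2 or 3), 1.19 to 2.05 for inhibitory synapse (not past it without DNP replicate 3, 1.28, or BAC replicate 2, 1.19), -1.74 (without BAC replicate 2, past 0.05) to 1.12 (without DNP replicate 1) for synaptic transmission, also 0.986 without BAC replicate 3, -1.58 to -0.895 (without DNP replicate 1; also not past it without DNP replicate 3 or BAC replicates 2 or 3) for neuroinflammation/NF-kB and 0.806 to 1.42 for glial activation.

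Neither the labels nor the paper's text says that replicate numbers pair the mice. Deviations from the group means of DNP and CON libraries of the same number correlated with r of -0.347, -0.235 and 0.153 across genes. Those of BAC and DNP libraries correlated with 0.499, 0.560 and -0.313. These values cannot decide on a pairing, since libraries of the same number can also share levels of brain-region markers. With a replicate block, the NES of neuroinflammation/NF-kB in BAC versus DNP was -1.50 and that of synaptic transmission -1.07.

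The ssGSEA difference of inhibitory synapse between DNP and CON was reversed on FPKM (-0.0164), with a rank weight of 1 (-0.0165), with core members (-0.0147), over all genes with a count (-0.00483) and as a mean row z-score (-0.568), and ranged from -0.0237 (without CON replicate 2; also reversed without DNP replicate 1, -0.0053) to 0.0188 with a library left out. That of BAC and DNP ranged from 0.0118 to 0.0297 with a library left out and, row z-scores apart, from 0.0083 to 0.0399 under the other settings. For neuroinflammation/NF-kB, DNP minus CON was reversed with a rank weight of 1 (-0.0050). It ranged from 0.00894 to 0.0201 with a library left out and, row z-scores apart, from 0.00604 to 0.0402 under the remaining settings, and BAC minus DNP from -0.0279 to -0.0126 and from -0.0334 to -0.0116 in the same way. The cause was not tested. No exact p in this design can be under 0.1, or pass 0.05.

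The share of genes with opposite directions was 0.751 at an absolute log2 fold change over 0.5 and 0.534 with disjoint DNP libraries, and ranged from 0.577 (without CON replicate 2) to 0.725 (without DNP replicate 1) with a library left out. The correlation ranged from -0.655 to -0.0596, and the share at an unadjusted p under 0.05 from 0.735 to 0.927. The share of genes past the adjusted threshold has no value, since no gene passed.

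Of 52 gene results with 11 alternatives each, 47 were reversed in none. Gabbr2 in BAC versus DNP (-0.01) was reversed with DESeq2 (0.0044), a replicate block (0.0027) and limma (0.021), and ranged from -0.103 to 0.104 with a library left out (above 0 without DNP replicate 3 and BAC replicates 1 and 3). Gad1 ranged from -0.417 (without DNP replicate 2) to 0.331 in DNP versus CON, also reversed without CON replicate 3 (-0.0108), and from -0.41 to 0.332 (without DNP replicate 2) in BAC versus DNP. For BAC versus DNP, Bsn ranged from -0.141 to 0.296 and Rims1 from -0.248 to 0.292, both reversed without BAC replicate 2 (the lowest) and without DNP replicate 1 (-0.0543 and -0.117). DESeq2 called 15 gene results that edgeR did not.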

Differences from the paper's values

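The alternatives named here were set before the data were examined. The paper's text does not list the members of its sets, and each enrichment and score here rests on members written for the 5 set names. An NES is called near the paper's where the gap is no larger than the SD over models that each left out a library.

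For GABAergic signaling in DNP versus CON, the NES was -1.29 against the paper's -1.63. It was near the paper's with core members (-1.75), without CON replicate 2 (-1.53) and without DNP replicate 1 (-1.77), and not with the other alternatives set then. The covariates of cerebellum and brainstem (-1.73) and the length and GC adjustment (-1.40), chosen after seeing the values, also came near. Its FDR was 0.142 against the paper's 0.0076, and came within 1.5 times of it with core members alone (0.00571). Over its 20 alternatives it ranged from 0.00187 to 0.48, and it was under 0.05 with these 3 settings and with the cerebellum and brainstem covariates (0.00197), chosen after seeing the values.

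For inhibitory synapse in DNP versus CON, the NES was -1.93 against the paper's -1.51, and nearer with core members (-1.68), without the genes of Fig. 4E (-1.44) and without CON replicate 1 (-1.63). The FDR was 0.00024 against the paper's 0.017, and 0.0166 without CON replicate 1. For neuroinflammation/NF-kB, the NES was 1.77 against the paper's value of about 1.6 in Fig. 4A, read by eye. Core members (1.55) and models without CON replicate 1 (1.64), CON replicate 2 (1.59), CON replicate 3 (1.64) or DNP replicate 3 (1.66) came near. The FDR was 0.00322 against the paper's 0.017, and 0.0166, 0.0127 and 0.0210 without CON replicates 1, 2 and 3. For glial activation, the NES was 1.98 against the paper's value of about 1.6 in Fig. 4A, read by eye, and 1.70 without the genes of Fig. 4E and 1.71 without DNP replicate 1. The FDR was 0.00024 against the paper's 0.017, and 0.0172 without the genes of Fig. 4E. For synaptic transmission, the NES was -1.82 against the paper's value of about -1.2 in Fig. 4A, read by eye, and none of the alternatives closed the gap.

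For BAC versus DNP, the NES of GABAergic signaling was 1.73 against the paper's value of about 1.3 in Fig. 4A, read by eye, and 1.41 without the genes of Fig. 4E, 1.46 without BAC replicate 2 and 1.45 without BAC replicate 3. That of inhibitory synapse was 1.70 against the paper's value of about 1.1 in Fig. 4A, read by eye, and 1.24 without the genes of Fig. 4E, 1.28 without DNP replicate 3 and 1.19 without BAC replicate 2. It was also 1.12 with the cerebellum and brainstem covariates and 1.36 with the length and GC adjustment, both chosen after seeing the values. That of glial activation was 1.11 against the paper's value of about 0.87 in Fig. 4A, read by eye. It was 0.937 with the edgeR ranking, 1.07 with the Wald statistic, 1.02 with only the 6 libraries compared, and 0.806, 0.859, 1.03 and 1.09 without DNP replicate 2, DNP replicate 3, BAC replicate 1 and BAC replicate 3.

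The running sum of GABAergic signaling rose to 0.261 against the paper's value of about 0.48 in Fig. 4B, read by eye, and no model without a library closed the gap, the nearest being 0.357 without DNP replicate 2. The curve of the paper rises further above 0 than it falls below, and the one measured here falls further.

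The ssGSEA difference of inhibitory synapse between DNP and CON was 0.00322 against the paper's value of about -0.022 in Fig. 4C, read by eye, the opposite direction. It was -0.0164 on FPKM, -0.0165 with a rank weight of 1, -0.0147 with core members and -0.0237 without CON replicate 2, and the other alternatives did not close the gap. For neuroinflammation/NF-kB, DNP minus CON was 0.0136 against the paper's value of about 0.13, and BAC minus DNP -0.0197 against the paper's value of about -0.057, both in Fig. 4C, read by eye, and none of the alternatives closed either gap. The scale of such scores depends on the sets and the range they are divided by.

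The paper states that the enrichments in BAC versus DNP did not pass the FDR threshold, while GABAergic signaling and inhibitory synapse had an FDR of 0.0157 and neuroinflammation/NF-kB one of 0.0324. They did not pass with core members (FDR 0.0608, 0.0608 and 0.134) or without the genes of Fig. 4E (0.366 for each), nor under fry or camera with an estimated correlation. The length and GC adjustment, chosen after seeing the values, gave 0.0867, 0.117 and 0.0867. Further settings that took single sets above 0.05 are among those given for the processing.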

Other observations

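The tests of brain-region shares on the enrichments were chosen only after the result was seen. The length and GC adjustment was added after the data were seen and its test chosen before its own result. The tests of the shared DNP libraries, of random groupings and of other splits were not chosen after their results.

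With the cerebellum and brainstem scores as covariates, the NES in DNP versus CON was -2.12 for inhibitory synapse and -2.25 for synaptic transmission, and in BAC versus DNP 1.85 for GABAergic signaling. These kept their direction, their size and an FDR under 0.05, which argues against different shares of cerebellum and brainstem as their whole cause. Shares of other regions were not adjusted for. With these covariates, the median log2 fold change between diabetic and CON libraries went from -0.857 to -1.76 for cortex and hippocampus markers. It went from 2.02 to 3.3 for the olfactory bulb, from 0.488 to -0.623 for the striatum and from 2.45 to 1.8 for the hypothalamus. GABAergic signaling in DNP versus CON went from -1.29 to -1.73 and passed the threshold. It kept its direction and moved away from 0 by more than the SD over models that left out a library. The value still lies inside the range of these models (-1.77 to -1.06). The change therefore does not decide whether shares of cerebellum and brainstem bear on this set. Neuroinflammation/NF-kB in DNP versus CON fell from 1.77 to 1.41 with an FDR of 0.0499 (1.02e-05 to 0.171 over its alternatives), and region shares cannot be told apart from it, since it fell by more than the spread between models that left out a library and stayed at the threshold. Glial activation in DNP versus CON (1.32) and inhibitory synapse in BAC versus DNP (1.12) lost the threshold, so different shares of brain regions are a candidate explanation for part of both. Synaptic transmission (1.35), neuroinflammation/NF-kB (-1.35) and glial activation (1.21) in BAC versus DNP also cannot be told apart from such shares, since the values changed by no more than the spread between models that left out a library, or had not passed the threshold.

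In DNP versus CON, log2 fold changes fell with gene length, with a rank correlation of -0.243 across 18501 genes, which are not independent replicates, and 1 of the 10 splits of the 6 libraries, the real one, gave as large a value. In BAC versus DNP it was 0.128 and in BAC versus CON -0.16. The cause of this trend was not tested. Median lengths were 12741 bp for synaptic transmission, 9101 bp for inhibitory synapse and 6520 bp for GABAergic signaling. They were 5282 bp for neuroinflammation/NF-kB and 4564 bp for glial activation, against 5098 bp over all tested genes. Length and GC content were known for all tested members of the 5 sets. With rankings adjusted for both, inhibitory synapse (-1.92), synaptic transmission (-1.78), neuroinflammation/NF-kB (1.83) and glial activation (1.96) in DNP versus CON kept an FDR under 0.05, which argues against the trend as their whole cause. Inhibitory synapse in BAC versus DNP had an NES of 1.36 and lost it, so that length and GC content may account for part of it. GABAergic signaling in DNP versus CON (-1.40) and, in BAC versus DNP, GABAergic signaling (1.57), neuroinflammation/NF-kB (-1.58), synaptic transmission (-1.41) and glial activation (1.31) cannot be told apart from such a trend, since the adjusted values lie within the spread of the models that left out a library or were not past the threshold.

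Other splits of the 6 libraries into 3 against 3 number 10, so the share of splits as extreme as the real one is never under 0.1. In DNP versus CON, an NES as large in size arose in 5 splits for GABAergic signaling, 2 for inhibitory synapse, 4 for synaptic transmission, 1 for neuroinflammation/NF-kB and 2 for glial activation, the real one included. For BAC versus DNP the numbers were 1, 2, 9, 3 and 3 in the same order. For genes at an unadjusted p under 0.05 they were 1, 4 and 3 in DNP versus CON, BAC versus DNP and BAC versus CON. At an adjusted p under 0.05 (edgeR) the real groups gave 0 genes in each comparison, while the split of BAC and DNP libraries that set DNP replicate 1 and BAC replicates 1 and 3, the 3 with brainstem and spinal cord markers, against the others gave 2149, with 5533 at an unadjusted p under 0.05. The split that set CON replicate 2 and BAC replicates 1 and 3 against the other CON and BAC libraries gave 1512, with 4975 at an unadjusted p under 0.05. With the cerebellum and brainstem scores as covariates, the real groups also gave 0 genes at an adjusted p under 0.05.

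The share of genes with opposite directions in DNP versus CON and BAC versus DNP, 0.652, was as large in 61 of 100 random groupings of the 9 libraries. An arbitrary grouping may therefore give it. With disjoint DNP libraries it was 0.534, and the shared DNP libraries and an effect of baclofen cannot be told apart, since the 6 ways to divide the DNP libraries gave from 0.406 to 0.646. The simulations with BAC equal to DNP gave at most 0.623, and those with no difference at all gave at least 0.657. They drew each gene on its own, so these limits are too narrow to decide. Random groupings of the libraries gave shares from 0.395 to 0.828. The correlation across genes, -0.324, lay within the simulations with BAC equal to DNP (-0.369 to -0.291), while the share of genes at an unadjusted p under 0.05, 0.860, lay within those with no difference at all, so that the simulations leave it open too.

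Of the other lists of marker genes, the score of DNP minus CON was -3.50 for the cerebellum, with an exact permutation p of 0.2. It was 0.65 for the striatum, -0.12 for the cortex and hippocampus and 0.07 for the thalamus (exact permutation p of 0.7, 0.8 and 1). For choroid plexus, meninges, ependyma, endothelium and mural cells it was -0.87, -0.85, 0.76, 0.32 and 0.01 (exact permutation p of 0.5, 0.1, 0.3, 0.2 and 1). Astrocytes, microglia and neurons had -0.18, 0.48 and 0.14 (exact permutation p of 0.5, 0.2 and 0.6). Lists of glucocorticoid response, immediate early genes, fasting and ketone metabolism and interferon response had 0.76, -0.49, 0.55 and 0.36 (exact permutation p of 0.1, 0.5, 0.1 and 0.3), and those of sex and mitochondrial genes had 0.02 and 0.47 (exact permutation p of 0.8 and 0.1). Between BAC and DNP, meninges (1.01), endothelium (-0.41), hypothalamus (0.76) and glucocorticoid response (-0.36) had an exact permutation p of 0.1, the smallest possible, which no adjustment over 24 lists can take under 0.05. Of the list genes, 8 of 12 for microglia are also members of the 5 sets.

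Of the symbols that the paper names as lower in the blood of patients, 5 of 9 tested were lower in DNP versus CON brain, and of those named as higher, 6 of 9 tested (11 listed) were higher. None had an adjusted p under 0.05 over these symbols alone (edgeR), and S100a8 and S100a9 had an unadjusted p under 0.05, with log2 fold changes of 2.36 and 3.47 on 3 to 52 and 0 to 86 counts over the 9 libraries.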
